# Rifampicin reduces advanced glycation end products and activates DAF-16 to increase lifespan in *Caenorhabditis elegans*

**DOI:** 10.1111/acel.12327

**Published:** 2015-02-26

**Authors:** Sandeep Golegaonkar, Syed S Tabrez, Awadhesh Pandit, Shalini Sethurathinam, Mashanipalya G Jagadeeshaprasad, Sneha Bansode, Srinivasa-Gopalan Sampathkumar, Mahesh J Kulkarni, Arnab Mukhopadhyay

**Keywords:** advanced glycation end products, aging, *Caenorhabditis elegans*, DAF-16, glycation, lifespan, rifampicin

## Abstract

Advanced glycation end products (AGEs) are formed when glucose reacts nonenzymatically with proteins; these modifications are implicated in aging and pathogenesis of many age-related diseases including type II diabetes, atherosclerosis, and neurodegenerative disorders. Thus, pharmaceutical interventions that can reduce AGEs may delay age-onset diseases and extend lifespan. Using LC-MS^E^, we show that rifampicin (RIF) reduces glycation of important cellular proteins *in vivo* and consequently increases lifespan in *Caenorhabditis elegans* by up to 60%. RIF analog rifamycin SV (RSV) possesses similar properties, while rifaximin (RMN) lacks antiglycation activity and therefore fails to affect lifespan positively. The efficacy of RIF and RSV as potent antiglycating agents may be attributed to the presence of a *p*-dihydroxyl moiety that can potentially undergo spontaneous oxidation to yield highly reactive *p*-quinone structures, a feature absent in RMN. We also show that supplementing rifampicin late in adulthood is sufficient to increase lifespan. For its effect on longevity, rifampicin requires DAF-18 (nematode PTEN) as well as JNK-1 and activates DAF-16, the FOXO homolog. Interestingly, the drug treatment modulates transcription of a different subset of DAF-16 target genes, those not controlled by the conserved Insulin-IGF-1-like signaling pathway. RIF failed to increase the lifespan of *daf-16* null mutant despite reducing glycation, showing thereby that DAF-16 may not directly affect AGE formation. Together, our data suggest that the dual ability to reduce glycation *in vivo* and activate prolongevity processes through DAF-16 makes RIF and RSV effective lifespan-extending interventions.

## Introduction

Aging is an inescapable process in all living beings. Although most animals exhibit signs of age-related decline in body functions, some interestingly show negligible visible signs of senescence (e.g., some tortoises, sea anemones, lobsters). One of the hallmarks of aging is the accumulation of altered proteins (Hipkiss, 2006). With advancing age, cellular homeostatic processes that restrict damage caused by altered proteins decline in their efficiency, leading to various age-related pathologies (Thornalley, 2008). Importantly, modern lifestyle also contributes immensely to this process of disease development. One such posttranslational alteration of protein, which is at the center of many age-related diseases including type II diabetes, atherosclerosis, renal disorders, Alzheimer's disease, and rheumatoid arthritis, is the formation of advanced glycation end products (AGEs) (Thornalley, 2008; Luevano-Contreras & Chapman-Novakofski). AGEs are a complex and heterogeneous group of molecules formed via a series of parallel and sequential nonenzymatic reactions involving glucose or glucose-derived products and amino groups of proteins, lipids, or DNA (Singh *et al*., 2001; Ulrich & Cerami, 2001; Ahmed, 2005; Luevano-Contreras & Chapman-Novakofski, 2010). The carbonyl group of a sugar reacts with a protein to form an unstable aldimine intermediate called Schiff's base (Fig. S1A). The Schiff's base may undergo an Amadori rearrangement to form a stable 1-amino-1-deoxyfructose derivative with a stable ketoamine linkage, commonly known as Amadori product. The formation of Amadori product marks the reversible phase of glycation that is followed by irreversible oxidation, dehydration, condensation, fragmentation, or cyclization leading to the formation of AGEs such as pentosidine, *N-*ε*-*carboxymethyllysine (CML), and pyraline (Singh *et al*., 2001; Ulrich & Cerami, 2001; Ahmed, 2005). Additionally, auto-oxidation of glucose by the Wolff pathway or of the Schiff's base by the Namiki pathway generates highly reactive dicarbonyl or oxoaldehyde molecules such as glyoxal, methylglyoxal, or 3-deoxyglucosone (3-DG). The dicarbonyl intermediates in turn give rise to AGEs such as pentosidine, CML as well as glyoxal-lysine dimer (GOLD), or methylglyoxal-lysine dimer (MOLD) through additional cross-linking (Khalifah *et al*., 1999; Singh *et al*., 2001; Ulrich & Cerami, 2001; Ahmed, 2005).

Methylglyoxal is mainly formed during the process of glycolysis; either enzymatically by methylglyoxal synthase, cytochrome 2E1, and semicarbazide-sensitive amine oxidase or nonenzymatically by spontaneous degradation of dihydroxyacetone phosphate and glyceraldehyde-3-phosphate. Under euglycemic conditions, the glyoxalase system breaks down methylglyoxal and converts it to D-lactate (Rabbani & Thornalley, 2011; Xue *et al*., 2011). However, this cellular detoxification machinery loses efficacy with increasing age. As a result, AGEs build up in different tissues as an organism gets older (Semba *et al*., 2010). AGE modifications often lead to abnormal protein function, oxidative stress, and inflammation; thus, they are closely associated with deteriorating cellular functions during aging and in pathologies of several age-related diseases (Luevano-Contreras & Chapman-Novakofski, 2010; Xue *et al*., 2011). In *C. elegans*, a powerful genetic model that has emerged as an effective system to study aging, glyoxalase I activity is markedly reduced with age that leads to increased oxidative stress. Interestingly, overexpression of the gene can decrease methylglyoxal-induced mitochondrial protein modifications and increase lifespan (Morcos *et al*., 2008). Thus, pharmaceutical interventions that can suppress AGE formation may be an effective way to increase lifespan and health span (Semba *et al*., 2010). In this study, we show that rifampicin (RIF), a potent glycation inhibitor (Golegaonkar *et al*., 2010), dramatically increases lifespan (up to 60%) as well as improve health of *C. elegans* by preventing AGE modifications of important cellular proteins. This is by far one of the largest increases in lifespan obtained using a pharmaceutical reagent. Apart from possessing antiglycating activity, RIF activates the FOXO transcription factor DAF-16, possibly through JNK pathway, to modulate transcription of a unique set of target genes, those that are not controlled by the Insulin-IGF-1 signaling pathway. Rifaximin (RMN), a rifampicin analog that lacks antiglycating activity *in vitro* and *in vivo*, but possesses the ability to activate DAF-16 fails to extend lifespan. Together, our study shows that the dual ability of RIF to reduce glycation as well as activate DAF-16 makes it a potent lifespan-extending intervention.

## Results

### Rifampicin and rifamycin SV dramatically increase lifespan

Repositioning of known drugs for novel applications is an emerging strategy in the area of drug discovery. In our previous study using an *in vitro* mass spectrometry-based screen, the antibiotic rifampicin (RIF) was identified as a more potent glycation inhibitor than aminoguanidine (AMG), a well-known antiglycating agent (Golegaonkar *et al*., 2010). The higher efficacy of rifampicin as a glycation inhibitor was also evidenced in case of AGE-induced corneal stiffening (Brummer *et al*., 2011). Similar to RIF (apparent IC_50_ 0.114 mM), its analog rifamycin SV (RSV) also has similar glycation inhibition efficiency (apparent IC_50_ 0.216 mM) (Figs1A,B, S1B). On the other hand, another analog, rifaximin (RMN), was found to possess low *in vitro* activity as a glycation inhibitor (Figs1C, S1B). The differential activity of RIF, RSV, and RMN could be attributed to their chemical structures. All the three compounds possess macrocyclic lactam structure containing naphthyl moiety fused with a cyclopentanone ring as a common feature. However, only RIF and RSV possess the *para*-dihydroxynaphthyl moiety (highlighted in red in Fig.1A,B), while RMN has a *para*-aminophenyl moiety fused in a ring system (highlighted in blue in Fig.1C). As AGE accumulation with increasing age is linked to diseases and reduced longevity (Luevano-Contreras & Chapman-Novakofski, 2010), we asked whether glycation inhibitors RIF and RSV have any positive effect on lifespan. Using a modified *C. elegans* liquid lifespan assay with live *E. coli* OP50 (see Experimental procedures), we observed that RIF significantly increased lifespan of wild-type worms (Fig. S2A, details in Table s3). As *E. coli* OP50, which is used to feed *C. elegans* in the laboratory, can act as an opportunistic pathogen in older worms, antibiotics such as RIF may increase lifespan by simply killing the bacteria. To rule out this possibility, we repeated the above experiment using heat-killed bacteria. We found that RIF was still able to increase lifespan in a concentration-dependent manner (Fig.2A, Table s3) ruling out two scenarios: (i) Its effect on lifespan was due to bactericidal properties and (ii) bacteria metabolizing the drug to produce an unrelated product that indirectly affected lifespan. Additionally, antibiotic kanamycin did not have similar effect on lifespan (Fig. S2B). Therefore, we continued all our experiments using heat-killed bacteria and used 50 μm RIF. Next, we analyzed RSV and RMN for their effect on lifespan. While RSV increased lifespan significantly like RIF (Mean Lifespan ± Standard Error Mean on 0 μm RIF is 24.89 ± 0.28, while on 50 μm RIF is 39.57 ± 0.29 and 50 μm RSV is 30.09 ± 0.61, *P *≤* *0.0001 in all cases; Fig.2B), RMN treatment had no positive effect on lifespan (MLS ± SEM on 50 μm RMN is 21.48 ± 0.46 *P *≤* *0.0001) (Fig.2B, Table s3). In fact, RMN significantly reduced lifespan. Finally, treatment with RIF also enhanced two parameters that are representative of better health in worms, that is, decreased accumulation of autofluorescence in the gut (Fig. S2C) and delayed onset of proteotoxicity (Fig. S2D). These experiments suggested that the increased lifespan and health on RIF and RSV treatment may be due to their potent antiglycation activity *in vivo*.

**Fig 1:**
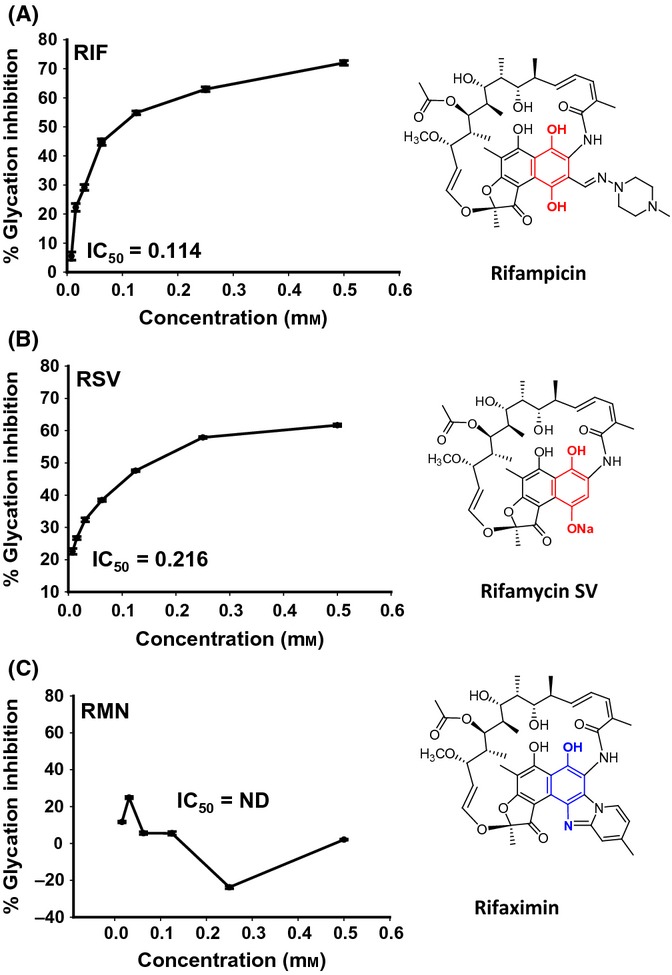
RIF treatment prevents Schiff's base formation *in vitro*. Insulin (100 μg) was incubated with 500 mm glucose along with increasing concentrations of RIF (A), RSV (B), or RMN (C). The *in vitro* Schiff's base formation was measured using MALDI-TOF-TOF. Percentage inhibition of glycation was calculated over the concentration range indicated on *x*-axis and IC_50_ determined. The chemical structures of the compounds are shown in the right panels. Note that RIF and RSV possess the *para*-dihydroxynaphthyl moiety (highlighted in red), whereas RMN possesses a *para*-aminophenyl moiety in a fused ring system (highlighted blue). ND—not determined.

**Fig 2:**
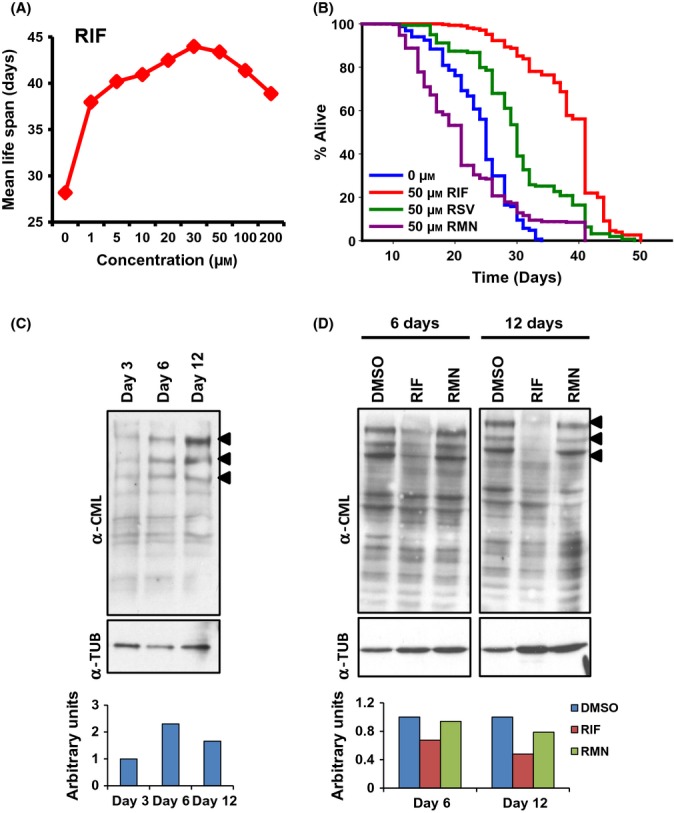
RIF treatment reduces glycation *in vivo* and positively affects *C. elegans* lifespan. (A) RIF supplementation extended lifespan of wild-type (WT) worms grown on heat-killed *E. coli*OP50, in a concentration-dependent manner. Lifespan analysis was performed in the presence of increasing concentrations of RIF, and mean lifespans were plotted. Only DMSO was added in the control experiment (0 μmRIF). (B) RIF and its analog RSV increased lifespan significantly, while RMN had no positive effect. (C) Levels of the AGE carboxymethyl lysine (CML) increased with progressing age, as determined by Western blot analysis using α-CML antibody. WT were worms collected on day 3, 6, or 12 of adulthood. Arrowhead indicates the major bands that changed in expression with age. (D) RIF treatment, but not DMSO or RMN, reduced CML levels as determined by Western blot in WT worms collected on day 6 or 12. The α-tubulin (α-TUB) levels were used for normalization. Relative quantification of band intensity is provided below each panel.

### Rifampicin reduces AGE accumulation *in vivo*

Increased AGE formation associated with progressing age is linked to many diseases including atherosclerosis and neurodegenerative disorders (Nedic *et al*., 2013). Using a monoclonal antibody that detects carboxymethyl lysine (CML), we performed Western blot analysis with proteins extracted from 3-, 6-, or 12-day-old adult wild-type worms. We found that accumulation of CML increased with progressing age in worms (Fig.2C). As expected from *in vitro* glycation assays and lifespan analysis, treatment with RIF decreased CML formation considerably in 6- and 12-day-old worms (Fig.2D). However, RMN treatment had much lesser effect on CML formation on different days of adulthood, compared to RIF (Fig.2D). These experiments show that AGE formation increases with age in *C. elegans* and RIF can act as a glycation inhibitor *in vitro* and *in vivo* to affect lifespan positively. Importantly, the property of RIF to increase lifespan can be linked to its antiglycating property.

Methyl glyoxal (MG) is a highly reactive dicarbonyl that reacts with epsilon amino groups of lysine and sulfhydryl groups of proteins leading to the formation of AGEs. The levels of glyoxalase decline with age leading to increased AGE modification of proteins; AGE levels, including CML, also rise when glyoxalase is knocked down (Morcos *et al*., 2008). The *glod-4* mutant lived significantly shorter than the WT (Fig. S3A), possibly due to the increased accumulation of AGEs. Interestingly, RIF was able to decrease CML modification of proteins in *glod-4(gk189)* (Fig. S3B) and consequently increased lifespan of the mutant worms (MLS ± SEM on 0 μm RIF is 22.78 ± 0.23, while on 50 μm RIF is 36.88 ± 0.31, *P *≤* *0.0001) (Fig. S3C) similar to WT (shown above in Fig.2B).

Next, we used LC-MS^E^, a data-independent acquisition (DIA) strategy to identify *in vivo* AGE-modified proteins. We used the *glod-4(gk189)* strain as we thought that it may have relatively higher total AGE levels that will be easier to detect. LC-MS^E^ is a unique approach wherein all eluted peptides are fragmented and the fragment ions are time-aligned with the retention time of the peptides (Silva *et al*., 2006). This method allows analysis of low abundance posttranslationally modified peptides (Blackburn & Goshe, 2009; Xie *et al*., 2009). A total of 49 AGE-modified proteins were detected in DMSO- and RIF-treated samples. In the DMSO-treated samples, 69 peptides carrying 89 AGE modifications were detected. However, in the RIF-treated samples, only 32 peptides were observed to carry 42 AGE modifications (Table1). The decrease in AGE modifications on proteins was not directly correlated to the relative changes in protein expression on RIF treatment (Table s4). We found that the beta subunit of the mitochondrial ATP synthase possessed the most number of modifications that were dramatically reduced on RIF treatment. VIT-2 as well as VIT-6, a vitellogenin that is reported to be heavily carbonylated in worms (Nakamura *et al*., 1999), also had many modifications that showed reduction on RIF treatment. Interestingly, modifications on several mitochondrial proteins including ATP synthase subunit beta, aconitate hydratase, isoform D of ATP synthase subunit alpha, dihydrolipoyl dehydrogenase, methylmalonate semialdehyde dehydrogenase, and chaperonin Hsp 60 as well as two fatty acid and retinol binding proteins also decreased on RIF treatment. Marked decrease in glycation was also reported in mitochondrial proteins when glyoxalase I was overexpressed in *C. elegans* (Morcos *et al*., 2008). Apart from metabolic proteins, RIF treatment resulted in a decrease in glycation on muscle-specific proteins such as paramyosin, tropomyosin, and myosin heavy and light chain as well as structural proteins such as actin and tubulin. Modifications on these important proteins may disrupt normal cellular functions leading to aging. RIF may help in retaining proper functioning of these proteins and thereby affect lifespan positively.

**Table 1:**
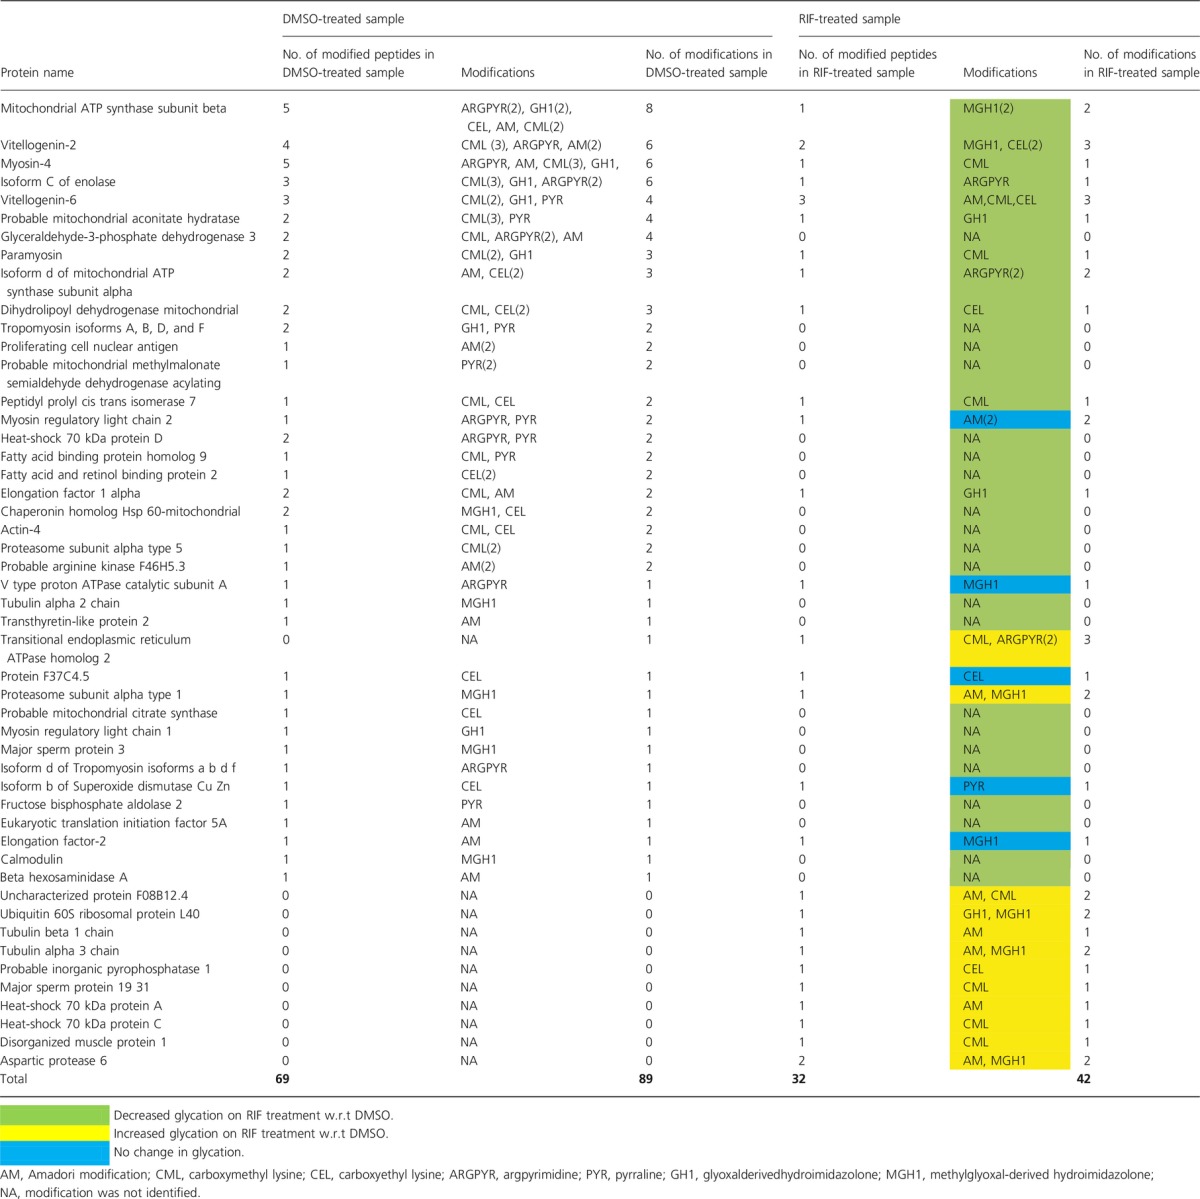
List of proteins detected by LC-MS^E^, along with their AGE modifications, following treatment with RIF

### Rifampicin activates FOXO homolog, DAF-16

The Insulin-IGF-1 signaling (IIS) pathway in *C. elegans* and other organisms is one of the most important regulators of aging (Kenyon, 2010). Mutations in the components of IIS increase lifespan across the animal kingdom. Interestingly, genetic experiments in worms have revealed distinct temporal requirements for the longevity pathways to affect lifespan (Dillin *et al*., 2002). While IIS pathway knockdown starting on the first day of adulthood or even later is sufficient to extend lifespan, mitochondrial genes have to be knocked down during larval stages for increased longevity (Dillin *et al*., 2002). Similar to IIS pathway knockdown, RIF supplementation starting at day 1, 5, or even at day 9 of adulthood increased lifespan significantly (Figs2B and 3A,B, Table s3). This highlights the potency of RIF to act as a single-dose late-life longevity-extending intervention.

**Fig 3:**
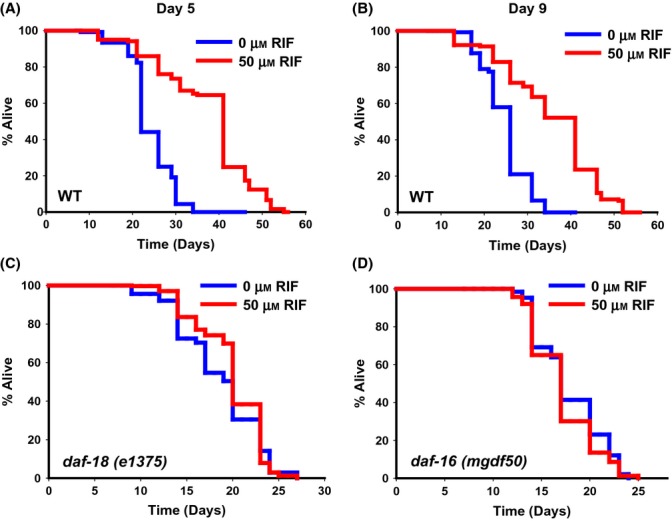
RIF requires components of the IIS pathway to increase lifespan. Supplementation of RIF on day 5 (A) or day 9 (B) of adulthood increased lifespan of wild-type worms to varying extent. RIF failed to extend lifespan of (C) *daf-18(e1375)*, a mutant in the worm PTEN homolog or (D) *daf-16(mgdf50)*, a mutant in the worm FOXO gene.

As RIF has a temporal requirement similar to the IIS pathway mutants for regulating longevity, we studied its relation to this pathway. Mutations in the Insulin-IGF-1-like receptor, *daf-2*, reduces signaling through this pathway and increases lifespan (Kenyon, 2010). Mutation in the lipid phosphatase DAF-18 (homolog of mammalian PTEN) activates the IIS and suppresses the long lifespan of *daf-2* mutants (Ogg & Ruvkun, 1998; Mihaylova *et al*., 1999). We observed that RIF failed to increase the lifespan in *daf-18(e1375)* mutant (MLS ± SEM on 0 μm RIF is 18.60 ± 0.26, while on 50 μm RIF is 19.84 ± 0.21, *P* = 0.0739; Fig.3C, Table s3), suggesting that DAF-18 is required for RIF-induced lifespan extension. The increased lifespan of a *daf-2* mutant is completely dependent on the FOXO transcription factor DAF-16 (Lin *et al*., 1997; Ogg *et al*., 1997). Further, the RIF-mediated lifespan extension also requires DAF-16 as the drug failed to increase lifespan in *daf-16(mgdf50)*, a null mutant (MLS ± SEM on 0 μm RIF is 17.80 ± 0.25, while on 50 μm RIF is 17.11 ± 0.25, *P* = 0.122) (Fig.3D, Table s3). These experiments suggested that RIF treatment may genetically interact with the IIS pathway components and activate DAF-16.

DAF-16 shuttles between the nucleus and cytoplasm; it translocates into the nucleus in response to low Insulin signaling or under stress. Activation of DAF-16 by RIF was supported by the enhancement of DAF-16::GFP protein (Henderson & Johnson, 2001) translocation into the nucleus in the presence of the drug (Fig.4A) and consequently, upregulation of *sod-3*, its direct target (Oh *et al*., 2006) (Fig.4B). Similar to RIF, RSV was also able to translocate DAF-16 into the nucleus (Fig.4A). Together, activation of DAF-16 is an additional mechanism of RIF-mediated lifespan extension, apart from its antiglycating property. Incidentally, RMN that lacked the glycation inhibition property also affected DAF-16 translocation (Fig.4A). Thus, our data also indicate that a combination of potent antiglycating activity and positive regulation of DAF-16 is required for extending lifespan as observed on RIF treatment. Simply possessing DAF-16-activating property may not be sufficient to increase lifespan, as observed for RMN.

**Fig 4:**
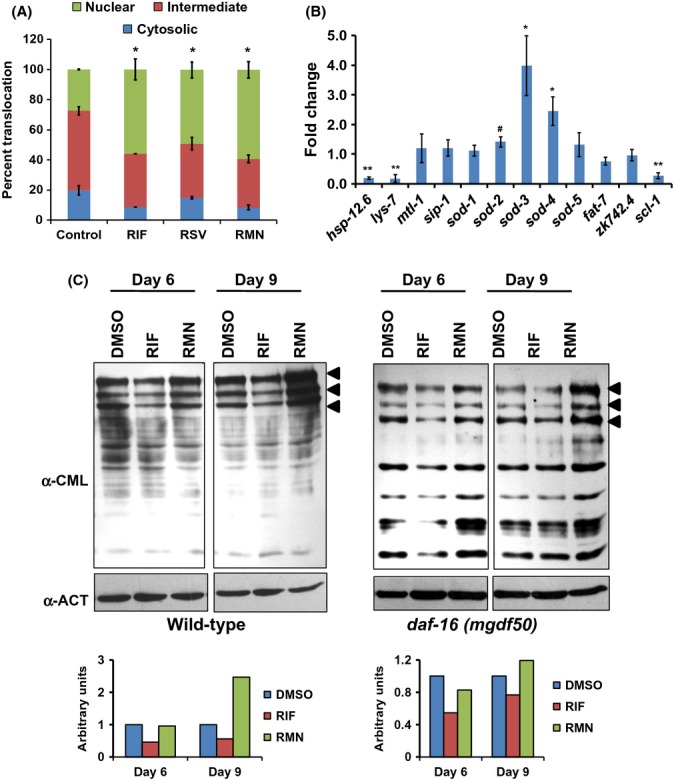
RIF treatment activates DAF-16 in WT worms, but *daf-16* is not required for its antiglycating effects. (A) RIF, RSV, and RMN significantly increased DAF-16 nuclear translocation in TJ356, a DAF-16::GFP-expressing strain. Worms treated with equivalent concentration of DMSO was taken as control. (B) Differential regulation of a set of genes, including DAF-16 targets, by RIF as compared to DMSO treatment, determined by quantitative real-time PCR. **P ≤* *0.001, *P ≤* *0.01, ^#^*P *≤* *0.05 (C) RIF treatment decreased CML accumulation in WT (left panel) as well as in *daf-16(mgdf50)*(right panel) as determined by Western blot analysis. Relative quantification of band intensity is provided below each panel. The α-Actin (α-ACT) levels were used for normalization.

There existed a possibility that activation of DAF-16 leads to the upregulation of an AGE detoxification system, resulting in increased AGE disposal and a consequential increase in lifespan. To evaluate this possibility, we grew *daf-16(mgdf50)* in the presence of RIF and measured the CML levels on days 6 and 9 of adulthood. We found that in *daf-16(mgdf50),* RIF was still able to decrease CML formation (Fig.4C). Although we cannot rule out the possibility that other AGEs are unaffected or that small suppression of CML can have a dramatic effect on lifespan, our data suggest that DAF-16 may have other functions in lifespan regulation downstream of RIF, apart from detoxifying and disposing AGE-modified proteins.

### Rifampicin may activate DAF-16 through JNK-1

Next, we asked whether RIF treatment reduces signals through the well-conserved Ser-Thr kinases, PDK-1 and AKT-1, that are downstream to the regulation by DAF-18, but upstream of DAF-16. Activation of these kinases leads to phosphorylation and exclusion of DAF-16 from the nucleus, while mutations in these kinase genes lead to prolonged lifespan in a DAF-16-dependent manner (Paradis & Ruvkun, 1998; Paradis *et al*., 1999). We found that in the activated alleles *pdk-1(mg142)* (MLS ± SEM on 0 μm RIF on 29.18 ± 0.40, while on 50 μm RIF is 35.99 ± 0.47, *P *≤* *0.0001, Fig. S4) and *akt-1(mg144)* (MLS ± SEM on 0 μm RIF is 18.55 ± 0.26, while on 50 μm RIF is 36.96 ± 0.70, *P *≤ 0.0001, Fig.5A), RIF could still increase lifespan, indicating that it may utilize a separate signaling pathway, bypassing PDK-1. As RIF treatment may activate an oxidative stress response pathway as in mammals (Sodhi *et al*., 1997), we speculated a role of JNK-1, a known DAF-16 and FOXO activator (Oh *et al*., 2005). In line with this supposition, RIF failed to considerably increase the lifespan of *jnk-1(gk7)* (MLS ± SEM on 0 μm RIF is 39.52 ± 0.61, while on 50 μm RIF is 39.14 ± 0.51, *P* = 0.6307; Fig.5B). In fact, the upstream kinase for JNK-1, JKK-1 (Oh *et al*., 2005), is also involved in this process as in *jkk-1(km2)*, RIF was not able to increase lifespan (MLS ± SEM on 0 μm RIF is 33.38 ± 0.43, while on 50 μm RIF is 33.96 ± 0.47, *P* = 0.3088; Fig.5C). Together, these genetic data suggest that RIF requires some specific components of the IIS pathway and may utilize JNK pathway to activate DAF-16 and enhance lifespan. Further experimentation is mandated in dissecting the role of JNK pathway in RIF-mediated lifespan extension.

**Fig 5:**
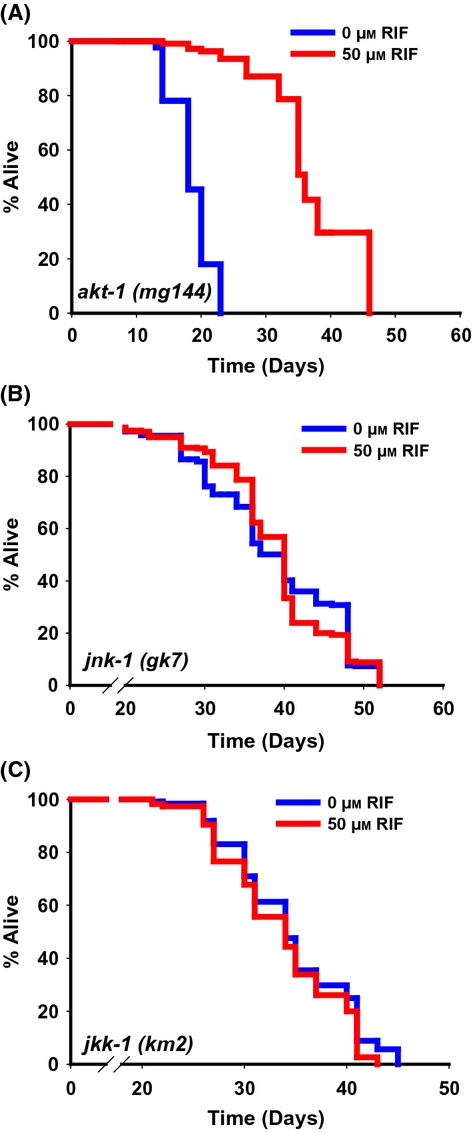
RIF requires components of the JNK pathway to increase lifespan. (A) RIF supplementation increased lifespan of an activated allele of *akt-1*, *akt-1(mg144)*. RIF failed to extend lifespan of (B) JNK-1 deletion mutant *jnk-1(gk7)* and (C) JNK-1 upstream kinase JKK-1 deletion mutant *jkk-1(km2)*, to a significant extent.

### Rifampicin modulates expression of a different subset of DAF-16 target genes

To further understand the mechanism of RIF action, we performed a comparative microarray analysis which revealed that 102 genes are significantly upregulated, while 104 genes were downregulated by at least two fold (*P *<* *0.05) upon RIF treatment as compared to DMSO (Fig.6A; Tables S1 and S2). 

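For the comparison of RIF with DMSO, RNA of whole wild-type (N2) worms on day 8 of adulthood was measured on Affymetrix expression arrays, which read each transcript through 1 or more probe sets near its 3′ end. There were 2 arrays of worms given DMSO, the solvent of RIF, and 2 arrays of worms given RIF, labelled as separate biological replicates. The worms were kept in liquid culture on heat-killed OP50 with FuDr, an inhibitor of DNA synthesis that prevents progeny, and were fed again on day 5. The labels give 0.6 mM for FuDr, which in the paper's methods is the strength of the solution added. The dose is taken as 50 μm RIF, which the paper uses for its further experiments, since the labels of the arrays give none. A field of those labels names a control RNAi for the DMSO arrays and an RNAi against idr-1 for the RIF arrays, whereas the titles, the study design and the paper give DMSO and RIF, which were used here. The authors deposited a log2 value for each probe set and array. The submitters' processing notes name RMA in Affymetrix Expression Console, and the methods name GeneSpring GX with default settings. Of 22625 probe sets, 77 controls were left out, and the other 22548 were compared as deposited with limma, without a filter on level. Of these, 20766 name a single gene and stand for 17118 genes. A gene is said here to have risen or fallen when it passed the study's threshold in limma, an unadjusted p under 0.05 and at least a 2-fold change, and adjusted p-values are by Benjamini-Hochberg. Median values were 1.82 and 1.82 on the DMSO arrays and 1.90 and 1.85 on the RIF arrays. The 8 control probe sets for yeast and bacterial transcripts foreign to the worm read 0.44 to 1.62, and 9736 probe sets had both group means within this range, where changes are hard to measure. Across all probe sets, which are not independent replicates, Pearson's r was 0.970 between the DMSO arrays, 0.981 between the RIF arrays and 0.961 to 0.972 between arrays of different groups. For the transcripts that check RNA quality, the 5′ minus 3′ difference, which is lower in more degraded RNA, had a median of -2.16 in DMSO replicate 2, -0.99 in DMSO replicate 1, -1.28 in RIF replicate 1 and -1.25 in RIF replicate 2. The 2 arrays per group limit the precision of every value.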

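On RIF treatment, 257 probe sets were upregulated and 346 were downregulated at the study's threshold, which stand for 218 and 266 genes. The largest log2 difference was that of T16G1.6, from 0.95 ± 0.18 (SD, n = 2) with DMSO to 7.30 ± 0.02 (SD, n = 2) with RIF (log2 fold change 6.35, standard error 0.16, adjusted p = 0.0144 from limma). T16G1.4 and T16G1.7, named from the same clone as T16G1.6, rose by 4.54 and 4.47 on the log2 scale, and E02C12.6 rose by 4.96. Other genes among the 10 largest rises were cror-2 (log2 fold change 4.12), C10C5.3 (3.59) and bigr-1 (3.42). Among the 10 largest falls were C17H12.8, with a log2 fold change of -5.07, and -5.60 on a second probe set (adjusted p = 0.147 and 0.0234 from limma), ctsa-1.2, which encodes a cathepsin A-like carboxypeptidase (-4.48), K12H4.7 (-4.03) and mbug-1 (-3.79). The other genes among the largest changes encode detoxification proteins, lysozymes, a lectin, a collagen and the infection-response proteins dod-24 and dod-22. F13D11.4 (log2 fold change 2.06) and pitr-4 (B0331.2; 1.62), which the paper also followed by RT–PCR, rose as well. The DMSO means of T16G1.6, T16G1.4, E02C12.6, cror-2 and pitr-4 lay within the range of the controls for absent transcripts, so the sizes of their rises are measured against background. Only 8 probe sets, 2 higher and 6 lower, passed an adjusted p under 0.05, and 0 with the replicate number as a block (0.217 for T16G1.6). All 8 but that of T16G1.6 have endings that mark probes shared with other transcripts, and they include each probe set of ilys-5. An unadjusted p under 0.05 was reached by 1910 probe sets, where 1127 would pass with no change at all. In 20 simulations with no difference between the groups, a median of 315.5 probe sets (272 to 362) passed the study's threshold and none passed the adjusted p. Set against the 257 and 346 found, a large part of the single genes at this threshold may be chance calls. The methods' t-test passed 108 higher and 130 lower probe sets at the same threshold, all of them also passed by limma, and none after Benjamini-Hochberg. The block and the fits with 1 array left out have fewer degrees of freedom for the spread between arrays. A call can therefore be lost with 1 array left out although the change is not smaller. The higher probe sets then numbered 464 without DMSO replicate 1, 422 without DMSO replicate 2 and 399 without RIF replicate 2, and the lower ones 735 without DMSO replicate 2. Higher probe sets made up 42.6% of those past the threshold, and there were 173 higher and 517 lower ones when each array was centred on the probe sets of its ribosomal protein genes.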

While most of these genes are uncharacterized/unannotated, GO term analysis revealed that genes involved in cell cycle regulation, proteolysis, and organismal aging were enriched in the upregulated gene list (Fig.6B). On the other hand, many genes involved in transcriptional regulation were downregulated (Fig. S5A). 

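Of the genes that rose with RIF, 97 of 218 are known only by their sequence name, as are 90 of the 266 that fell. Cell cycle genes (cyclins, cyclin-dependent kinases, replication and kinetochore genes) were lower with RIF as a group, with a median log2 fold change of -0.34 (adjusted p = 4.12e-07 from limma's camera with a preset correlation of 0.01; adjusted p = 0.700 with an estimated correlation). Of 58 measured, none rose or fell singly, also when adjusted over the list alone, and 1 fell with the replicate number as a block or with each array centred on its median or its ribosomal protein genes. The median was -0.13 without RIF replicate 1 and -0.57 without RIF replicate 2, and 2 of the genes fell without DMSO replicate 1, 2 without DMSO replicate 2 and 8 without RIF replicate 2. The highest value in the list was that of cki-1, an inhibitor of cyclin-dependent kinases, at 1.00, with 1.09 and past the study's threshold on a second probe set, and it passed without DMSO replicate 2 (1.25), without RIF replicate 2 (1.30) and with quantile normalization (1.07). It is named here after its values were seen. Of 34 genes of meiosis and the synaptonemal complex, which act in the germ line, syp-3 alone fell (log2 fold change -1.06; -0.97 and not past the threshold without RIF replicate 2), while 3 of the genes fell without DMSO replicate 1, 5 without DMSO replicate 2, 3 without RIF replicate 1, 2 without RIF replicate 2 and 5 with each array centred on its ribosomal protein genes. Their median was -0.50 (adjusted p = 1.56e-11 from camera; adjusted p = 0.443 with an estimated correlation), with no member above 0 and none past an adjusted p over the list alone. For proteolysis, nep-14, a neprilysin-type metallopeptidase, rose with a log2 fold change of 2.38 (standard error 0.25, adjusted p = 0.234 from limma), from 1.27 ± 0.06, within the range of absent transcripts, to 3.65 ± 0.41 (SD, n = 2 each). None of 33 proteasome subunits rose or fell (median -0.08, adjusted p = 0.181 from camera; -0.14 and 0.0201 without DMSO replicate 2, and -0.01 without RIF replicate 1). Of 38 regulators of lifespan, sgk-1, a kinase of the IIS pathway, rose (log2 fold change 1.09, standard error 0.16; 0.97 and 0.93 and not past the threshold without RIF replicate 1 and with each array centred on its ribosomal protein genes). The others did not pass, among them daf-16 (-0.23), daf-18 (-0.68), daf-2 (0.43), akt-1 (-0.41), pdk-1 (-0.10), jnk-1 (0.61) and jkk-1 (0.32). Both group means of daf-2 and of jkk-1 lay within the range of absent transcripts. Their other probe sets read -0.26, 0.02 and -0.11 for daf-2 and -0.18 for jkk-1. None of the 38 genes passed when adjusted over the list alone. Their median was 0.01 with a downward direction of the test (adjusted p = 0.860 from camera), from -0.14 without RIF replicate 2 to 0.12 without DMSO replicate 2, where 1 fell, and -0.15 with ribosomal centring. Of 24 insulin-like peptides, ins-22 (1.08) and ins-23 (1.78) rose, neither of them when adjusted over the list alone. The call of ins-22 was lost without DMSO replicate 1 (1.05), DMSO replicate 2 (1.11) or RIF replicate 1 (0.75) and with ribosomal centring (0.92), and that of ins-23 without DMSO replicate 1 (1.17), RIF replicate 1 (1.39) or RIF replicate 2 (2.16) and with the replicate block (1.78). The median of the peptides was 0.17 (adjusted p = 0.0596 from camera), with 0.43 (adjusted p = 0.00114) and 4 higher genes without DMSO replicate 2, 0.33 (adjusted p = 5.65e-04) without RIF replicate 2 -0.03 without DMSO replicate 1 and 0.02 without RIF replicate 1, and with adjusted p = 0.0325 and 0.0116 with median and ribosomal centring. The lists are gene families and gene sets fixed beforehand, and GO annotation was not used here. Camera with an estimated correlation, here and below, takes its degrees of freedom from the arrays and not from the genes. A list can hardly pass that test with so few arrays.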

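Among 254 nuclear hormone receptors, the largest family of transcription factors in the worm, 6 rose with RIF and 1 fell. The largest rises were those of nhr-106 (log2 fold change 2.19, standard error 0.28), nhr-130 (1.58) and nhr-142 (1.36), and nhr-17 fell (-2.30). The fall of nhr-17 did not pass the threshold without RIF replicate 1 (-2.095) or RIF replicate 2 (-2.51), and its value was -1.48 without DMSO replicate 1. The family was shifted slightly upwards, with a median log2 fold change of 0.17 (adjusted p = 1.89e-05 from camera; adjusted p = 0.614 with an estimated correlation), and no member passed when adjusted over the list alone. The median was 0.10 without RIF replicate 1, and 0.01 with each array centred on its ribosomal protein genes. Without DMSO replicate 2, 13 receptors rose, without RIF replicate 2, 19 rose, and with ribosomal centring, 3 rose and 1 fell. Of 145 other transcription factors, taken by symbol prefix from the homeobox, T-box, GATA, bZIP and further families, tbx-9 alone fell (log2 fold change -1.19) and none rose. It did not pass without DMSO replicate 2 (-0.82), RIF replicate 1 (-1.37) or RIF replicate 2 (-1.02), while 3 genes of this list rose and 4 fell without DMSO replicate 1, 3 rose without DMSO replicate 2, 1 rose without RIF replicate 1, and 1 rose with the replicate block or quantile normalization. The median was 0.09 (adjusted p = 0.181 from camera; 0.16 and 0.0204 without DMSO replicate 2, and 0.01 without DMSO replicate 1), and -0.07 with each array centred on its ribosomal protein genes, and no gene passed when adjusted over the list alone. The gene for the AP-1 factor jun-1, which lies outside that list, rose 2.29-fold (standard error 0.23 on the log2 scale), with a log2 fold change of 0.66 and no call on its second probe set. Its first probe set did not pass without DMSO replicate 2 (0.93), RIF replicate 1 (1.19) or RIF replicate 2 (1.201), nor with the mean of its probe sets (0.93). None of 26 histone genes rose or fell (median 0.27, adjusted p = 0.387 from camera and 0.0176 with the replicate block; 0.70 and 4.80e-04 without DMSO replicate 2, where 2 rose, 0.51 and 0.0366 without RIF replicate 1, -0.15 without DMSO replicate 1 and -0.04 without RIF replicate 2).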

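Lysozyme genes, whose products break down bacterial cell walls, were downregulated with RIF. Of 16 measured, 9 fell and none rose, and adjusted over the list alone 10 were lower and 1 was higher. The largest fall was that of ilys-5, an invertebrate-type lysozyme, from 9.62 ± 0.23 (SD, n = 2) with DMSO to 4.22 ± 0.16 (SD, n = 2) with RIF, a 42.3-fold change (log2 fold change -5.40, standard error 0.19, adjusted p = 0.0284 from limma and 0.217 with the replicate block). Its probe sets have endings that mark probes shared with other transcripts. The lysozymes lys-2 and lys-4 had log2 fold changes of -3.74 and -3.12 (standard errors 0.60 and 0.48), both on such probe sets. In contrast, lys-3 had a value of 1.95 that did not pass, with 3.33 and 6.07 on the DMSO arrays. The median of the list was -1.34 (adjusted p = 2.26e-07 from limma's camera; adjusted p = 0.443 with an estimated correlation). Without RIF replicate 1, 5 lysozymes fell, and 1 rose without DMSO replicate 2 or RIF replicate 2 and with quantile normalization. Of 21 intestinal marker genes, measured since lysozymes are made mainly in the intestine, gtl-1 rose (1.05) and vha-6 fell (-1.23), each on a probe set of that kind, and their median was 0.18 (adjusted p = 0.0569 from camera). The intestinal median was 0.44 without DMSO replicate 1 (adjusted p = 0.00581) and 0.21 without RIF replicate 2 (adjusted p = 0.0256), and the list passed with quantile normalization (adjusted p = 0.00781), median centring (0.0262) and ribosomal centring (0.00873). The call of gtl-1 was lost without DMSO replicate 1 (1.02), DMSO replicate 2 (1.09) or RIF replicate 1 (0.60) and with median (0.99) and ribosomal centring (0.89), and vha-6 did not pass without DMSO replicate 1 (-0.72), RIF replicate 1 (-1.42) or RIF replicate 2 (-1.05). Of 18 saposin-like genes, which encode small lipid-binding proteins, 4 fell and none rose (7 lower when adjusted over the list alone). They were spp-4 (log2 fold change -3.13, standard error 0.42), spp-23 (-2.45), spp-18 (-1.51) and spp-8 (-1.07), and the last 2 did not pass without DMSO replicate 2 (-1.16 and -1.17) or without RIF replicate 2 (-1.11 and -0.62), nor did spp-8 without DMSO replicate 1 (-0.97) or with quantile normalization (-0.9995). The saposin median was -0.27 (adjusted p = 4.31e-05 from camera; adjusted p = 0.443 with an estimated correlation), with -0.60 without DMSO replicate 2 and -0.47 without RIF replicate 2, where 2 fell. Of 75 peptidases, 8 fell and 1 rose (4 lower and 1 higher when adjusted over the list alone). The aspartic protease gene asp-14 (-2.13, standard error 0.18) and the cathepsin B-like cpr-1 (-1.90) and cpr-9 (-1.70) fell most within this list, which does not hold ctsa-1.2. Outside this list, nas-11 (-1.38), which is counted among the moulting genes, fell as well. It did not pass without DMSO replicate 1 (-0.93), RIF replicate 1 (-1.29) or RIF replicate 2 (-1.48). As a whole the peptidases did not move past the test, with a median of 0.00, a mean of -0.17 and a downward direction (adjusted p = 0.0852 from camera; median -0.02 and adjusted p = 0.0201 without DMSO replicate 2). Without RIF replicate 2, 5 peptidases fell, and without DMSO replicate 1 or with the replicate block, 2 rose.

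**Figure D1:**
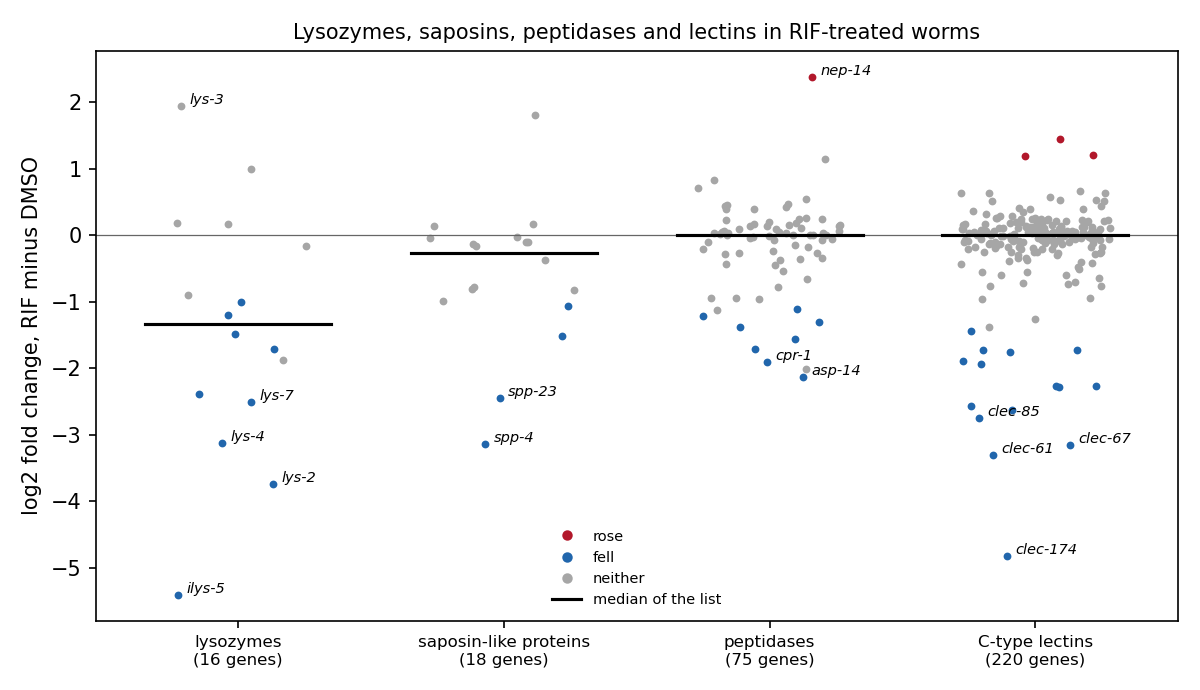
Log2 fold change (RIF minus DMSO, 2 arrays each) of every measured lysozyme, saposin-like, peptidase and C-type lectin gene, 1 point per gene, with the median of each list as a black line. Blue points fell and red points rose at the study's threshold, and grey points did neither. The lysozymes lie lowest as a group, with a median of -1.34 and ilys-5 at -5.40, while the medians of the peptidases and lectins lie at 0.00 (-0.16 for both with each array centred on its ribosomal protein genes).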

We also found genes that possibly function in countering AGEs to be downregulated (e.g., lysozymes, saposin-like proteins, peptidases); products of these genes may not be required due to the low intrinsic AGEs upon RIF treatment. 

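Among genes of the innate immune response, C-type lectins, proteins that bind sugars, changed in both directions. Of 220 measured, 15 fell and 3 rose with RIF (7 lower and 1 higher when adjusted over the list alone). The largest fall was that of clec-174, from 8.27 ± 1.64 (SD, n = 2) with DMSO to 3.44 ± 0.02 (SD, n = 2) with RIF (log2 fold change -4.83, standard error 0.82), on a probe set with probes shared with other transcripts. It was followed by clec-61 (-3.30), clec-67 (-3.16, standard error 0.25) and clec-85 (-2.75, standard error 0.17), of which clec-61 did not pass without RIF replicate 1 (-3.33) or without RIF replicate 2 (-3.27), and had a value of -1.96 without DMSO replicate 1. The RIF means of clec-61, clec-67 and dod-22 lay within the range of absent transcripts. The lectin family as a whole did not move past the test, with a median of 0.00, a mean of -0.17 and a downward direction (adjusted p = 0.141 from limma's camera). With quantile normalization the median was -0.04 (adjusted p = 0.0205). Without DMSO replicate 2, 1 lectin rose. Of 12 galectins, lec-2 rose (1.17) and lec-9 fell (-1.23), both lost without RIF replicate 1 (0.79 and -0.95), and lec-2 also without DMSO replicate 2 (0.90) and with each array centred on its ribosomal protein genes (1.01). The galectin median was 0.21 (adjusted p = 0.978 from camera; -0.03 without DMSO replicate 1), and none passed when adjusted over the list alone. Of 53 other antimicrobial and infection-response genes, 5 fell and none rose (4 lower when adjusted over the list alone). They include dod-24, which fell 48.2-fold (log2 fold change -5.59, standard error 0.21, adjusted p = 0.0302 from limma and 0.223 with the replicate block), on a probe set with probes shared with other transcripts. Also among them were dod-22 (-3.65, standard error 0.19, adjusted p = 0.0802 from limma), the infection-response gene irg-3 (-2.67) and dod-19 (-1.28, and -0.93 without a call on its second probe set). The list's median was -0.04 (adjusted p = 0.0724 from camera), with -0.26 without DMSO replicate 1 (adjusted p = 6.77e-04), 0.14 without DMSO replicate 2 and 0.03 without RIF replicate 1. Without DMSO replicate 2, 5 of the 53 genes rose and 7 fell, and without RIF replicate 2, 2 rose.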

Alternatively, the downregulation of lectins, saposins, and lysozymes may indicate that the worms may not be mounting innate immune response due to the presence of antibiotic in the media. However, two genes that have putative function as ubiquitin ligase and ubiquitin-conjugating enzyme were upregulated possibly to facilitate removal of nonfunctional proteins. Also, Vitellogenin genes (*vit-3*, *vit-4* and *vit-5*) were found to be downregulated significantly. These proteins accumulate in the intestine following reproductive development and are subjected to oxidative damage leading to toxicity. 

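The list of ubiquitin-conjugating and -activating enzymes, taken by symbol prefix, held uba-1, uba-5, uev-1, uev-2 and uev-3 and no gene named ubc in the annotation used here, and none of these 5 rose or fell with RIF, also when adjusted over the list alone. Their median log2 fold change was 0.08, with a mean of -0.02 and a downward direction (adjusted p = 0.860 from limma's camera), and the median was -0.07 with each array centred on its ribosomal protein genes, -0.22 without DMSO replicate 1, -0.07 without DMSO replicate 2 and -0.02 without RIF replicate 1. The conjugating enzyme gene let-70, which lies outside the list and is named here after its values were seen, had log2 fold changes of 0.23 and 0.05 without a call on its probe sets. Of 310 F-box genes, which encode substrate receptors of SCF ubiquitin ligases, 3 rose and none fell. They were fbxa-157 (log2 fold change 1.77, standard error 0.37), fbxa-24 (1.56) and fbxa-143 (1.08), the last from a DMSO mean of 1.56, within the range of absent transcripts. None of the 3 passed without RIF replicate 1 (1.40, 1.31 and 0.87), and fbxa-24 also did not pass without DMSO replicate 1 (0.88) or RIF replicate 2 (1.82) or with the replicate block (1.56), nor fbxa-143 with ribosomal centring (0.92). With DMSO replicate 1, DMSO replicate 2, RIF replicate 1 or RIF replicate 2 left out, 2, 5, 0 and 5 F-box genes rose and 5, 1, 1 and 1 fell, and 2 rose and 1 fell with ribosomal centring. The median of the F-box list was -0.01 (adjusted p = 0.485 from camera; 0.05 without DMSO replicate 2), and none passed when adjusted over the list alone. None of 31 cullin and SCF ligase components rose or fell, with a median of -0.18 (adjusted p = 0.0724 from camera; -0.29 and 9.92e-04 without DMSO replicate 1, 0.08 without DMSO replicate 2, with 1 lower gene each), also when adjusted over the list alone. Outside these lists, and named here after their values were seen, marc-4 and siah-1, which encode RING-type ubiquitin ligases, rose. The values of marc-4 were 2.25 ± 0.05 with DMSO and 3.45 ± 0.01 with RIF (SD, n = 2 each), a log2 fold change of 1.203 (standard error 0.14, adjusted p = 0.260 from limma). The log2 fold change of siah-1 was 1.16 (standard error 0.34, adjusted p = 0.534 from limma), with 0.67 and no call on its second probe set, and it did not pass without DMSO replicate 1 (0.78), RIF replicate 1 (0.92) or RIF replicate 2 (1.40), nor with the replicate block (1.16) or ribosomal centring (1.00).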

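Of 5 vitellogenin genes with a probe set naming them alone, vit-1, vit-4 and vit-5 were downregulated with RIF and none was upregulated (4 lower when adjusted over the list alone). The values of vit-5 fell from 11.24 ± 0.06 (SD, n = 2) with DMSO to 9.51 ± 0.42 (SD, n = 2) with RIF, a 3.31-fold change (log2 fold change -1.73, standard error 0.25, adjusted p = 0.336 from limma). For vit-4 they fell from 10.87 ± 0.16 to 9.15 ± 0.39 (SD, n = 2 each; log2 fold change -1.72, standard error 0.25, adjusted p = 0.338). A second probe set of vit-4 fell (-1.54), and another, close to background, did not pass (-0.59). The log2 fold change of vit-1 was -1.93 (standard error 0.28, adjusted p = 0.338). The remaining genes, vit-2 (-0.36) and vit-6 (-0.75), did not pass the threshold. The probe sets of vit-4 and vit-5 carry the ending for probes shared between transcripts, and 2 probe sets shared between these yolk protein genes had values of -1.74 and -1.55, so the genes cannot be fully separated. There was no probe set naming vit-3 alone here. The median of the 5 genes was -1.72 (adjusted p = 5.28e-07 from limma's camera; adjusted p = 0.497 with an estimated correlation), and vit-1, vit-4 and vit-5 passed the threshold with each array left out in turn. Of 46 germ line and oocyte genes, measured because oocytes take up yolk, glh-4 (-1.08), ifet-1 (-1.05) and pgl-2 (-1.04) fell and none rose, none of them when adjusted over the list alone. The median of that list was -0.43 (adjusted p = 1.05e-10 from camera; adjusted p = 0.614 with an estimated correlation). The call of glh-4 was lost without DMSO replicate 1 (-1.09), DMSO replicate 2 (-1.06) or RIF replicate 1 (-0.59), that of ifet-1 without DMSO replicate 2 (-0.72), RIF replicate 1 (-0.77) or RIF replicate 2 (-1.33) and with quantile normalization (-0.97) or the mean of its probe sets (-0.68), and that of pgl-2 without DMSO replicate 1 (-0.71), RIF replicate 1 (-0.80) or RIF replicate 2 (-1.29) and with the replicate block (-1.04), where 2 genes fell. The median was -0.23 without RIF replicate 1, where none fell, with 1 gene lower without DMSO replicate 1, 5 without DMSO replicate 2, 6 without RIF replicate 2, 5 with each array centred on its median and 7 with each centred on its ribosomal protein genes.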

So, lower levels of these proteins may promote longevity as shown earlier (Murphy *et al*., 2003; Van Nostrand *et al*., 2013). Additionally, genes involved in xenobiotic detoxification (e.g., cytochrome P450, UDP-glucuronosyltransferase, P-glycoprotein-related proteins) were upregulated (Table s1). 

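Genes of xenobiotic detoxification, which oxidize foreign compounds, conjugate them to sugars or pump them out of cells, were among the strongest rises with RIF. Of 73 cytochrome P450 genes, 9 rose and 2 fell (7 higher when adjusted over the list alone). The largest rises were those of cyp-34A8 (log2 fold change 3.13, standard error 0.32), cyp-33C2 (3.09, standard error 0.67), cyp-33C1 (C45H4.2) and cyp-33C7 (2.44, standard error 0.16), and cyp-33C1 went from 1.42 ± 0.18 to 4.19 ± 0.27 (SD, n = 2 each; log2 fold change 2.77, standard error 0.21, adjusted p = 0.147 from limma). Without DMSO replicate 1 (3.17) or DMSO replicate 2 (3.01) cyp-33C2 did not pass. Of 64 UDP-glucuronosyltransferases, 8 rose and none fell (3 higher when adjusted over the list alone). They include ugt-36, with 1.47 ± 0.49 with DMSO and 5.27 ± 0.23 with RIF (SD, n = 2 each), a rise (log2 fold change 3.80, standard error 0.30, adjusted p = 0.151 from limma), ugt-32 (2.89, standard error 0.26), ugt-2 (2.23, standard error 0.48) and ugt-4 (2.18, standard error 0.72). The call of ugt-2 was lost without DMSO replicate 1 (2.0997), and that of ugt-4 without DMSO replicate 1 (2.57), DMSO replicate 2 (1.80) or RIF replicate 1 (1.25). The DMSO means of cyp-33C1, cyp-33C2, ugt-36 and ugt-32 lay within the range of the controls for absent transcripts, so the sizes of their rises are measured against background. Of 13 P-glycoproteins, pgp-9 alone rose, also when adjusted over the list alone. Its values were 2.72 ± 0.21 with DMSO and 6.16 ± 0.23 with RIF (SD, n = 2 each), a 10.9-fold rise (log2 fold change 3.44, standard error 0.21, adjusted p = 0.114 from limma). The short-chain dehydrogenase dhs-14 rose 13.5-fold (log2 fold change 3.76, standard error 0.20, adjusted p = 0.0802). Of 45 glutathione S-transferases, 3 rose and 5 fell (2 higher and 3 lower when adjusted over the list alone), among them gst-44 (2.40; 2.22 and not past the threshold without DMSO replicate 1), gst-5 (1.67; 1.37 and 1.15 and not past it without DMSO replicate 1 and RIF replicate 1), gst-27 (-2.12) and gstk-1 (-1.52). As whole families, the UDP-glucuronosyltransferases had a median of 0.20 (adjusted p = 7.25e-04 from camera; adjusted p = 0.726 with an estimated correlation), the P450 genes 0.10 (adjusted p = 0.170), the P-glycoproteins 0.19 (adjusted p = 0.0895, and 0.0411 with the replicate block) and the glutathione S-transferases 0.04 with a downward direction (adjusted p = 0.611). The UDP-glucuronosyltransferase call was lost without DMSO replicate 2 (median 0.17, adjusted p = 0.547, 7 higher and 4 lower genes) and without RIF replicate 1 (0.10, adjusted p = 0.0566). It was 0.35 without DMSO replicate 1, 0.30 without RIF replicate 2 and 0.04 with each array centred on its ribosomal protein genes. On DMSO replicate 2, the array with the lowest 5′ minus 3′ median, the UDP-glucuronosyltransferases read -0.27, the P-glycoproteins -0.41 and the intestinal marker genes -0.31 from their means over the 4 arrays (medians over the genes). The P450 list passed without DMSO replicate 1 (0.12, adjusted p = 0.0330) and had 6 lower genes without DMSO replicate 2. The P-glycoproteins passed without DMSO replicate 1 (0.62, adjusted p = 0.00112) and without RIF replicate 2 (0.24, adjusted p = 0.0256, 2 higher genes), and their median was -0.04 without DMSO replicate 2. Of the glutathione S-transferases, 5 rose without DMSO replicate 2 and 7 rose and 3 fell without RIF replicate 2, and their median was -0.06 without RIF replicate 1 and -0.02 with median centring. With ribosomal centring, the medians were -0.06 for the P450 genes with an upward direction of the test (adjusted p = 0.0297), 0.03 for the P-glycoproteins (adjusted p = 0.0227) and -0.12 for the glutathione S-transferases, and the median of all probe sets then lay at -0.13.

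**Figure D2:**
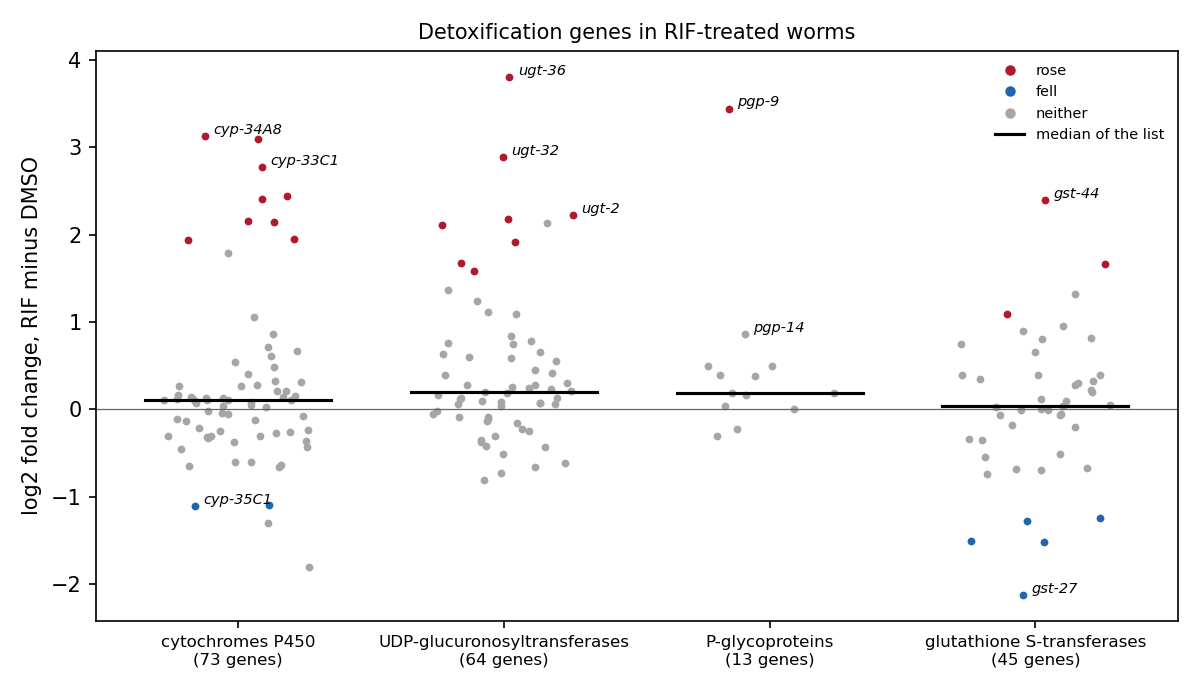
Log2 fold change (RIF minus DMSO, 2 arrays each) of every measured cytochrome P450, UDP-glucuronosyltransferase, P-glycoprotein and glutathione S-transferase gene, 1 point per gene, with the median of each list as a black line. Red points rose and blue points fell at the study's threshold, and grey points did neither. Single members, such as cyp-34A8 (3.13), ugt-36 (3.80) and pgp-9 (3.44), lie far above medians of 0.04 to 0.20, of which those of the P450 genes (-0.06) and glutathione S-transferases (-0.12) lie below 0 with each array centred on its ribosomal protein genes.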

The latter group supports increased longevity as recently reported (Shore & Ruvkun, 2013) and may also be involved in detoxification of RIF. RIF treatment thus brings about a profound change in the *C. elegans* transcriptome that may also be responsible for the increased longevity.

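Of 43 gene lists, 16 moved relative to the other genes on the array with an adjusted p under 0.05 from limma's camera at its preset correlation, 11 of them downwards and 5 upwards. With an estimated correlation none of the 16 passed, the lowest adjusted p being 0.443. That test takes its degrees of freedom from the 4 arrays, so a list can hardly pass it here. Fry, which tests whether the genes of a list move on balance in 1 direction, passed none (lowest adjusted p = 0.156). Its mixed test, for change in either direction, was not counted among the alternatives. It passed some lists (adjusted p = 8.61e-04 for the glutathione S-transferases, 0.00154 for the peptidases and 0.0189 for the C-type lectins) and not others (0.196 for the cuticle collagens, 0.314 for germ line and oocyte). The median log2 fold change over all 22548 probe sets was 0.03. In the paper's reasoning, lower vitellogenin levels and higher levels of genes of xenobiotic detoxification have each been tied to longevity in earlier work, the latter may also serve to detoxify RIF, and the genes that possibly counter AGEs may not be needed when RIF keeps AGEs low. For the lower lectins, saposins and lysozymes the paper also proposes an alternative, that worms in medium with an antibiotic may not mount an immune response. From these changes the paper proposes that the altered transcriptome may also be responsible for the increased longevity.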

**Fig 6:**
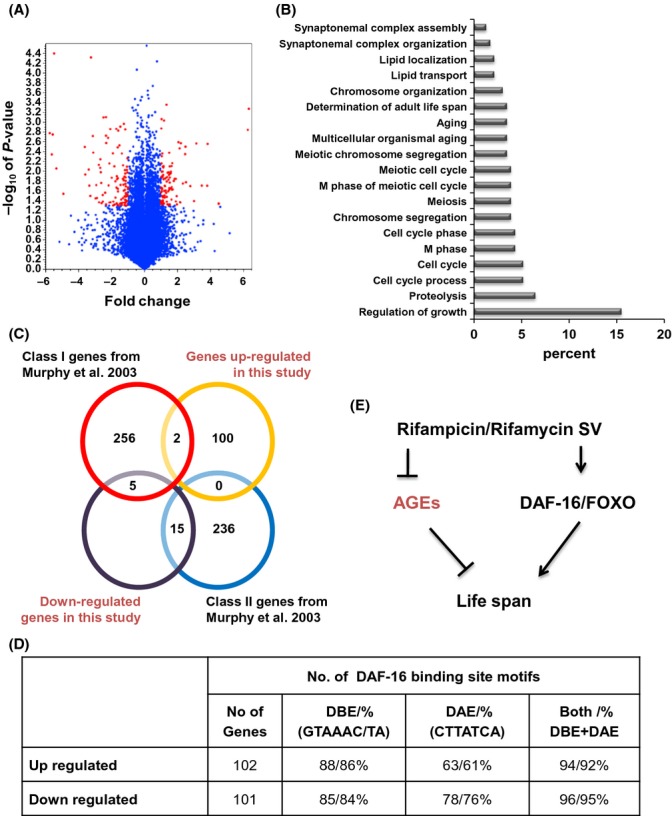
RIF regulates a different subset of DAF-16 target genes, not controlled by the IIS pathway. (A) A volcano plot showing genes (red dots) that significantly change expression on RIF treatment. Blue dots represent genes that do not have significant expression changes. (B) GO term analysis of genes upregulated significantly on RIF treatment. (C) Overlap of genes identified by microarray analysis following RIF treatment (this study) with genes reported by Murphy *et al*. (2003) as targets of DAF-16 (under the control of IIS pathway). Class I genes are upregulated, while class II genes are downregulated in *daf-2(e1370)* mutant, in a *daf-16-*dependent manner. (D) Analysis of 5-kb upstream region of genes whose expression changed on RIF treatment revealed significant enrichment of DAF-16 binding element (DBE) and associated element (DAE) (*P* value is 8.28e-10 by hypergeometric test). (E) A model for lifespan extension by RIF and RSV. These compounds are potent glycation inhibitors that have DAF-16 activating function; both activities are required for increasing lifespan in *C. elegans*.

A previous microarray study has revealed several hundred genes that are up- (Class 1) or downregulated (Class II) in a *daf-2* mutant, dependent on DAF-16 (Murphy *et al*., 2003). We observed that although a few Class I DAF-16 target genes had increased expression on RIF treatment, some others of the same class were downregulated. 

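Of 14 measured examples of Class I genes, 3 fell with RIF and none rose (2 lower when adjusted over the list alone). The examples were chosen from general knowledge of genes higher in daf-2 mutants, and the published list was not used here. The lysozyme genes lys-7 and lys-8 fell, lys-7 from 10.98 ± 0.27 to 8.47 ± 0.17 (SD, n = 2 each; log2 fold change -2.51, standard error 0.21, adjusted p = 0.162 from limma) and lys-8 with a log2 fold change of -1.70 (standard error 0.24). The small heat shock gene hsp-16.2 fell as well (-1.41, standard error 0.41), but did not pass without DMSO replicate 2 (-0.90), RIF replicate 1 (-1.63) or RIF replicate 2 (-1.19). The superoxide dismutase gene sod-3 (0.15, standard error 0.15) and scl-1 (0.10, standard error 0.21) did not pass and lay close to background, with means of 1.98 and 1.49 with RIF. The small heat shock gene hsp-12.6 had a value of -0.61 (standard error 0.48), which was -1.26 and past the threshold without DMSO replicate 1, and 0.03 without DMSO replicate 2. Its RIF mean (1.09) and its value on DMSO replicate 1 (1.05) lay within the range of absent transcripts, so these sizes are measured against background. The metallothionein gene mtl-1 had a value of -1.63 (standard error 1.01), with 3.77 and 6.59 on the DMSO arrays, and was past the threshold at -3.04 without DMSO replicate 1, with -0.22 without DMSO replicate 2. The heat shock gene sip-1 (-0.17) did not pass. The median of the 14 genes was -0.63 (adjusted p = 6.06e-04 from limma's camera; adjusted p = 0.443 with an estimated correlation) and -0.15 without DMSO replicate 2 (adjusted p = 0.0204), and 5 genes fell without DMSO replicate 1.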

Quantitative RT–PCR confirmed this as *sod-3* was significantly upregulated in the presence of RIF, while *scl-1* and *hsp-12.6* were downregulated (Fig.3B). 

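Of 10 measured examples of Class II genes, which are lower in daf-2 mutants, 4 fell with RIF and none rose (3 lower and 1 higher when adjusted over the list alone). These were dod-24, dod-22, vit-5 and nuc-1. The gene for the endonuclease nuc-1 had a log2 fold change of -1.16 (standard error 0.36), and did not pass without DMSO replicate 2 (-0.68), RIF replicate 1 (-1.16) or RIF replicate 2 (-1.16). The other members, among them dod-17 (-0.50), ins-7 (0.50) and the peptide transporter gene pept-1 (0.77), did not pass the threshold. The median of the 10 genes was -0.43 (adjusted p = 1.14e-03 from limma's camera; adjusted p = 0.456 with an estimated correlation). As with the Class I examples, these genes were chosen from general knowledge, and an overlap with the complete published classes was not computed here.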

Although both RIF and a mutation in *daf-2* seem to activate DAF-16, there was only 2% overlap with Class I genes and 6% commonality with Class II genes between the two regimes, highlighting a separate activation profile of RIF (Fig.6C). However, 92–95% of the promoters (5 kb upstream) of genes that are up- or downregulated following RIF treatment had consensus DAF-16 binding (GTAAAC/TAA) as well as DAF-16-associated (CTTATCA) elements (Fig.6D, Tables S1 and S2) (Murphy *et al*., 2003), compared to 78% as would be expected by chance (*P* value is 8.28e-10 by hypergeometric test considering 20447 coding genes in WBcel235) (Kenyon & Murphy, 2006). Using quantitative real-time PCR, we checked the expression of 10 genes following RIF treatment and found seven of them to change in a *daf-16*-dependent manner (Fig. S5B). Thus, we conclude that RIF may activate DAF-16 differently and modulate a separate subset of target genes compared to the ones regulated by the IIS pathway.

## Discussion

Drug repositioning is a relatively new area of pharmacology. It deals with discovering new molecular targets of approved drugs so that they may be used to treat morbidities unrelated to the ones for which the drug was developed. Some of the best-known examples of re-engineered drugs include viagra, colesevelam, requip, and gabapentin. Repositioning is profitable as it cuts cost of research and time of development, making drugs available to patients faster and cheaper. In this direction, our study shows that rifampicin and its analog rifamycin SV, developed initially as antibiotics to treat tuberculosis, are effective interventions in extending health and lifespan. Additionally, lifespan extension was also obtained when the drug treatment was started well into adulthood. It will be interesting now to evaluate their efficacy in higher organisms and determine whether RIF treatment late in adulthood can bestow benefits of health as well as longevity on these animals.

Why does RIF and RSV have glycation inhibition properties while RMN does not? A close examination of the chemical structures of RIF, RSV, and RMN revealed that all the three compounds possess macrocyclic lactam and naphthyl moiety fused with a cyclopentanone ring as common features. However, only RIF and RSV possess the *para*-dihydroxy naphthyl moiety (highlighted in red in Fig.1), while RMN has a *para*-aminophenol moiety (highlighted in blue in Fig.1). The *p*-dihydroxyl moiety present in RIF and RSV could undergo spontaneous oxidation to yield highly reactive *p*-quinone structures. On the other hand, the *p*-amino group in RMN cannot form *p*-quinone structures as it is locked up in the fused imidazole ring.

Formation of *p*-quinone structures from the *p*-dihydroxyl moiety could have multiple mechanistic consequences for the observed antiglycation properties of RIF and RSV *in vitro*. First, the quinones, due to their higher reactivity could compete directly with glucose for the primary amino groups on Insulin *in vitro* and other proteins *in vivo*. Benzoquinones and napthaquinones have been shown to inhibit glycation and lipid peroxidation (Jung *et al*., 2005). Secondly, the *p*-quinone moiety could also react with other side chain residues on proteins such as cysteine, tryptophan, and tyrosine *via* a Michael addition reaction, which might decrease the formation of glucosylated Insulin (Schiff's base). Earlier studies using tritium labeling have shown irreversible binding of ^3^H-rifampicin-quinone to albumin which was inhibited by co-incubation with ascorbic acid (Bolt & Remmer, 1976), implicating quinole↔quinone redox system. Additionally, it has been reported that rifampicin quinone, but not reduced rifampicin, showed immunosuppressant activity and prolonged graft acceptance (Konrad & Stenberg, 1988). Therefore, the structure-specific inhibitory activity observed with RIF and RSV could be attributed to the presence of highly reactive quinone moieties. We posit that similar mechanisms may partly explain the robust antiglycating effects of RIF and RSV *in vivo* in *C. elegans*.

We show that the lifespan increase on RIF treatment requires DAF-18/PTEN but not AKT-1 and PDK-1. On the other hand, RIF requires a wild-type *jnk-1* and *jkk-1* allele for its lifespan effects. While the IIS pathway negatively regulates DAF-16, JNK activates it (Oh *et al*., 2005; Wang *et al*., 2005). It is possible that the strong mutant allele of *daf-18* leads to a highly activated IIS pathway and strong DAF-16 sequestration in the cytoplasm. Under this condition, activating JNK (by RIF) is not sufficient to translocate DAF-16 into the nucleus. On the other hand, activating mutations in PDK-1 or AKT-1 may not be sufficiently strong to sequester DAF-16; JNK activation can override this inhibition. It is also possible that DAF-18 and JNK-1 interact independent of PDK-1 or its downstream kinases, by some mechanism as indicated in other systems (Vivanco *et al*., 2007; Hubner *et al*., 2012). As JNK-1 is a stress-associated kinase (Matsukawa *et al*., 2004), RIF treatment may activate a stress response through this cascade, involving its upstream kinase JKK-1, leading to the activation of DAF-16 that results in transcription of genes required for increased longevity. However, this action of RIF alone is not sufficient to increase lifespan as RMN having similar DAF-16 activating property failed to positively affect longevity in wild-type worms. In fact, previous studies have shown that simply activating DAF-16 is not sufficient to increase lifespan (Lin *et al*., 2001). Together, these observations underscores the importance of our finding that a combination of two complementary properties, *viz*. potent glycation inhibition and DAF-16 activation, are required for affecting longevity in a positive manner, as shown by RIF and RSV (Fig.6E).

This dual property of RIF is reflected in its mechanism of action that is both at the transcriptional as well as posttranscriptional level. At the posttranslational level, RIF treatment reduces AGE formation on major cellular proteins that control metabolism and support musculature. At the transcriptional level, it activates genes involved in aging, proteolysis, cell cycle, and cellular detoxification. Interestingly, in both the cases, RIF targets the vitellogenins that are required for growth and development of progeny. However, the vitellogenin proteins appear to be toxic at old age in worms as they undergo AGE modifications, and knockdown of *vit-2* as well as *vit-5* by RNAi increases lifespan (Murphy *et al*., 2003). Vitellogenins are required during the self-fertile reproductive phase of hermaphrodites and later for reproduction by cross-fertilization. In the absence of cross-fertilization in older worms as well as in aging *Drosophila*, vitellogenins accumulate in the body cavity and are subjected to oxidative damage. In later life, they become one of the most prevalent proteins in aggregates (Nakamura *et al*., 1999; David *et al*., 2010; McGee *et al*., 2011). AGE modifications on these proteins may accelerate aggregation and toxicity. Thus, decreased vitellogenin protein accumulation and reduced AGE modification may contribute to extended longevity imparted by RIF. Additionally, we found that several genes involved in xenobiotic detoxification are upregulated on RIF treatment. These genes have recently been implicated in lifespan regulation (Shore & Ruvkun, 2013) and may constitute one of the arms through which RIF has a positive effect on longevity. From the proteomics data, we found that proteins important in muscle function have several AGE modifications that are reduced on RIF treatment. These proteins include myosin, tropomyosin, paramyosin as well as actin and tubulin. By reducing glycation on major muscle-specific proteins, RIF may positively affect muscle function as evidenced in our paralysis assays. Apart from these proteins, enzymes involved in important cellular processes including glycolysis (Glyceraldehyde 3-phosphate dehydrogenase), Kreb's cycle (citrate synthase, aconitase), and amino acid metabolism (arginine kinase, methylmalonate semialdehyde dehydrogenase) develop lower number of AGE modifications in the presence of RIF. This may lead to efficient metabolism required for extended lifespan as observed on RIF treatment. Thus, the multidimensional effects of RIF result in one of the most dramatic effects of a drug on longevity in *C. elegans*.

In conclusion, our study using the most suitable model organism for aging research shows how structure-dependent differential activity of three FDA-approved drugs may help in repositioning them to potentially treat age-associated pathologies and increase longevity.

## Experimental procedures

Detailed experimental procedures are provided as Data S1. Worms were bleached, and eggs were placed on OP50-Amp seeded NGM-Amp plates. They were grown at 20 °C till young adult stage, rinsed off, and washed 4 times with M9 buffer. Thereafter, worms were resuspended in S-complete buffer and diluted further to contain 10–15 worms per 10 μL. For each experiment, six-eight wells were used for the same treatment and controls were set up in each plate. Thus, the total number of worms was ∼60 at the beginning of the experiments. Bacteria for liquid culture were prepared using 14 h/37 °C-grown OP50-Amp that was resuspended in S-complete to 100 mg mL^−1^ and heat-killed at 100 °C for 45 min. A master mix was then prepared such that each well of a noncoated sterile 96-well culture plate contained 80 μL S-complete, 10 μL resuspended worms, 9.9 μL heat-killed OP50-Amp, 1.6 μL carbenicillin (50 mg mL^−1^ stock), and 0.6 μL amphotericin B (250 μg mL^−1^ stock). Later, to each well, 30 μL of 0.6 mm 5-Fluoro-2′-deoxyuridine (FuDr; Sigma-Aldrich, St. Louis, MO, USA) was added and, the next day, 10 μL of a solution in S-complete containing the drugs (dissolved in DMSO, stored at 4 °C) or only DMSO was added. The worms were fed again on the 5th day with 9 μL heat-killed OP50-Amp/well. Every other day, the worms in the wells were exposed to light from the diascopic base of a stereozoom microscope and the plates gently agitated by tapping; based on their movement, the worms were scored as dead or alive. Dead worms were not extracted from the wells; a count of total number of live worms in each well was kept to plot the lifespan. Lifespans were repeated multiple times, and consolidated data are shown (details in Table s3). *In vivo* AGE modification of proteins was determined by LC-MS^E^, a data-independent acquisition. For proteotoxicity assay, CL2006 (Link, 1995) was grown as above and worms from a single well were transferred to an OP50-seeded NGM plate for scoring. For protein extraction, in a 250-mL flask, 17.78 mL S-complete, 2.20 mL worm suspension (∼5000 worms), 1.9 mL heat-killed OP50-Amp, 33 μL Carbenicillin, 13.2 μL amphotericin B, and 6.6 mL of 0.6 mM FuDr was added. The next day, 2.2 mL of S-complete containing 200 μm RIF (dissolved in DMSO) or only 0.2% DMSO with or without glucose was added and grown for the indicated number of days at 20 °C before harvesting. For qRT–PCR analysis, cDNA was synthesized using 5 μg of total RNA and SuperScript III cDNA synthesis kit (Life Technologies, Carlsbad, CA, USA). Microarray analysis was carried using an Affymetrix, USA platform. Data were analyzed using Genespring GX 11.1 with Affymetrix default analysis settings. The microarray data are available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=xjcdjagswaygerq&acc=GSE45292. Statistical analyses for survival were conducted using Mantel–Cox log-rank test with oasis software available at http://sbi.postech.ac.kr/oasis. *P* value calculations for other experiments were performed by unpaired *t*-test using sigmaplot 10.0 (Systat Software, Inc., San Jose, CA, USA).

## Supporting Information

**Data S1** Supplementary Materials and methods **Fig. S1** (A) Pathways by which AGEs are formed in animal cells, as collated from Singh *et al*., 2001; Ulrich & Cerami, 2005 and Ahmed, 2001. **Fig. S2** (A) RIF increased life span on live *E. coli* OP50 in a concentration dependent manner. **Fig. S3** (A) The life span of *glod-4* mutant allele, *glod-4(gk189)* is significantly shorter than WT. **Fig. S4** RIF increased life span of activated PDK-1 strain, *pdk-1(mg142)*. **Fig. S5***(A)* GO term analysis of genes that were significantly downregulated upon RIF treatment. **Table s1** List of genes upregulated on Rifampicin treatment determined by Microarray analysis along with the number of DAF-16 binding sites in their 5 kb upstream region. **Table S2** List of genes downregulated on Rifampicin treatment determined by Microarray analysis along with the number of DAF-16 binding sites in their 5 kb upstream region. **Table S3** Details of life spans that are reported in the manuscript. **Table S4** Relative quantification of fold changes of proteins detected by LC-MS^E^.

## References

[b1] Ahmed N (2005). Advanced glycation endproducts–role in pathology of diabetic complications. Diabetes Res. Clin. Pract.

[b2] Blackburn K, Goshe MB (2009). Challenges and strategies for targeted phosphorylation site identification and quantification using mass spectrometry analysis. Brief. Funct. Genomic Proteomic.

[b3] Bolt HM, Remmer H (1976). Implication of rifampicin-quinone in the irreversible binding of rifampicin to macromolecules. Xenobiotica.

[b4] Brummer G, Littlechild S, McCall S, Zhang Y, Conrad GW (2011). The role of nonenzymatic glycation and carbonyls in collagen cross-linking for the treatment of keratoconus. Invest. Ophthalmol. Vis. Sci.

[b5] David DC, Ollikainen N, Trinidad JC, Cary MP, Burlingame AL, Kenyon C (2010). Widespread protein aggregation as an inherent part of aging in C. elegans. PLoS Biol.

[b6] Dillin A, Crawford DK, Kenyon C (2002). Timing requirements for insulin/IGF-1 signaling in *C. elegans*. Science.

[b7] Golegaonkar SB, Bhonsle HS, Boppana R, Kulkarni MJ (2010). Discovery of rifampicin as a new anti-glycating compound by matrix-assisted laser desorption/ionization mass spectrometry-based insulin glycation assay. Eur. J. Mass Spectrom. (Chichester, Eng).

[b8] Henderson ST, Johnson TE (2001). daf-16 integrates developmental and environmental inputs to mediate aging in the nematode *Caenorhabditis elegans*. Curr. Biol.

[b9] Hipkiss AR (2006). Accumulation of altered proteins and ageing: causes and effects. Exp. Gerontol.

[b10] Hubner A, Mulholland DJ, Standen CL, Karasarides M, Cavanagh-Kyros J, Barrett T, Chi H, Greiner DL, Tournier C, Sawyers CL, Flavell RA, Wu H, Davis RJ (2012). JNK and PTEN cooperatively control the development of invasive adenocarcinoma of the prostate. Proc. Natl. Acad. Sci. USA.

[b11] Jung YS, Joe BY, Cho SJ, Konishi Y (2005). 2,3-Dimethoxy-5-methyl-1,4-benzoquinones and 2-methyl-1,4-naphthoquinones: glycation inhibitors with lipid peroxidation activity. Bioorg. Med. Chem. Lett.

[b12] Kenyon CJ (2010). The genetics of ageing. Nature.

[b13] enyon C, Murphy CT (2006). Enrichment of regulatory motifs upstream of predicted DAF-16 targets. Nat. Genet.

[b14] Khalifah RG, Baynes JW, Hudson BG (1999). Amadorins: novel post-Amadori inhibitors of advanced glycation reactions. Biochem. Biophys. Res. Commun.

[b15] Konrad P, Stenberg P (1988). Rifampicin quinone is an immunosuppressant, but not rifampicin itself. Clin. Immunol. Immunopathol.

[b16] Lin K, Dorman JB, Rodan A, Kenyon C (1997). *daf-16*: an HNF-3/forkhead family member that can function to double the life-span of *Caenorhabditis elegans*. Science.

[b17] Lin K, Hsin H, Libina N, Kenyon C (2001). Regulation of the Caenorhabditis elegans longevity protein DAF-16 by insulin/IGF-1 and germline signaling. Nat. Genet.

[b18] Link CD (1995). Expression of human beta-amyloid peptide in transgenic *Caenorhabditis elegans*. Proc. Natl. Acad. Sci. USA.

[b19] Luevano-Contreras C, Chapman-Novakofski K (2010). Dietary advanced glycation end products and aging. Nutrients.

[b20] Matsukawa J, Matsuzawa A, Takeda K, Ichijo H (2004). The ASK1-MAP kinase cascades in mammalian stress response. J. Biochem.

[b21] McGee MD, Weber D, Day N, Vitelli C, Crippen D, Herndon LA, Hall DH, Melov S (2011). Loss of intestinal nuclei and intestinal integrity in aging *C. elegans*. Aging Cell.

[b22] Mihaylova VT, Borland CZ, Manjarrez L, Stern MJ, Sun H (1999). The PTEN tumor suppressor homolog in *Caenorhabditis elegans* regulates longevity and dauer formation in an insulin receptor-like signaling pathway. Proc. Natl. Acad. Sci. USA.

[b23] Morcos M, Du X, Pfisterer F, Hutter H, Sayed AA, Thornalley P, Ahmed N, Baynes J, Thorpe S, Kukudov G, Schlotterer A, Bozorgmehr F, El Baki RA, Stern D, Moehrlen F, Ibrahim Y, Oikonomou D, Hamann A, Becker C, Zeier M, Schwenger V, Miftari N, Humpert P, Hammes HP, Buechler M, Bierhaus A, Brownlee M, Nawroth PP (2008). Glyoxalase-1 prevents mitochondrial protein modification and enhances lifespan in *Caenorhabditis elegans*. Aging Cell.

[b24] Murphy CT, McCarroll SA, Bargmann CI, Fraser A, Kamath RS, Ahringer J, Li H, Kenyon C (2003). Genes that act downstream of DAF-16 to influence the lifespan of *Caenorhabditis elegans*. Nature.

[b25] Nakamura A, Yasuda K, Adachi H, Sakurai Y, Ishii N, Goto S (1999). Vitellogenin-6 is a major carbonylated protein in aged nematode, *Caenorhabditis elegans*. Biochem. Biophys. Res. Commun.

[b26] Nedic O, Rattan SI, Grune T, Trougakos IP (2013). Molecular effects of advanced glycation end products on cell signalling pathways, ageing and pathophysiology. Free Radical Res.

[b27] Ogg S, Ruvkun G (1998). The C. elegans PTEN homolog, DAF-18, acts in the insulin receptor-like metabolic signaling pathway. Mol. Cell.

[b28] Ogg S, Paradis S, Gottlieb S, Patterson GI, Lee L, Tissenbaum HA, Ruvkun G (1997). The Fork head transcription factor DAF-16 transduces insulin-like metabolic and longevity signals in *C. elegans*. Nature.

[b29] Oh SW, Mukhopadhyay A, Svrzikapa N, Jiang F, Davis RJ, Tissenbaum HA (2005). JNK regulates lifespan in *Caenorhabditis elegans* by modulating nuclear translocation of forkhead transcription factor/DAF-16. Proc. Natl. Acad. Sci. USA.

[b30] Oh SW, Mukhopadhyay A, Dixit BL, Raha T, Green MR, Tissenbaum HA (2006). Identification of direct DAF-16 targets controlling longevity, metabolism and diapause by chromatin immunoprecipitation. Nat. Genet.

[b31] Paradis S, Ruvkun G (1998). Caenorhabditis elegans Akt/PKB transduces insulin receptor-like signals from AGE-1 PI3 kinase to the DAF-16 transcription factor. Genes Dev.

[b32] Paradis S, Ailion M, Toker A, Thomas JH, Ruvkun G (1999). A PDK1 homolog is necessary and sufficient to transduce AGE-1 PI3 kinase signals that regulate diapause in *Caenorhabditis elegans*. Genes Dev.

[b33] Rabbani N, Thornalley PJ (2011). Glyoxalase in diabetes, obesity and related disorders. Semin. Cell Dev. Biol.

[b34] Semba RD, Nicklett EJ, Ferrucci L (2010). Does accumulation of advanced glycation end products contribute to the aging phenotype?. J. Gerontol. A Biol. Sci. Med. Sci.

[b35] Shore DE, Ruvkun G (2013). A cytoprotective perspective on longevity regulation. Trends Cell Biol.

[b36] Silva JC, Denny R, Dorschel C, Gorenstein MV, Li GZ, Richardson K, Wall D, Geromanos SJ (2006). Simultaneous qualitative and quantitative analysis of the *Escherichia coli* proteome: a sweet tale. Mol. Cell Proteomics.

[b37] Singh R, Barden A, Mori T, Beilin L (2001). Advanced glycation end-products: a review. Diabetologia.

[b38] Sodhi CP, Rana S, Mehta S, Vaiphei K, Goel RC, Mehta SK (1997). Study of oxidative-stress in rifampicin-induced hepatic injury in growing rats with and without protein-energy malnutrition. Hum. Exp. Toxicol.

[b39] Thornalley PJ (2008). Protein and nucleotide damage by glyoxal and methylglyoxal in physiological systems–role in ageing and disease. Drug Metabol. Drug Interact.

[b40] Ulrich P, Cerami A (2001). Protein glycation, diabetes, and aging. Recent Prog. Horm. Res.

[b41] Van Nostrand EL, Sanchez-Blanco A, Wu B, Nguyen A, Kim SK (2013). Roles of the developmental regulator unc-62/homothorax in limiting longevity in *Caenorhabditis elegans*. PLoS Genet.

[b42] Vivanco I, Palaskas N, Tran C, Finn SP, Getz G, Kennedy NJ, Jiao J, Rose J, Xie W, Loda M, Golub T, Mellinghoff IK, Davis RJ, Wu H, Sawyers CL (2007). Identification of the JNK signaling pathway as a functional target of the tumor suppressor PTEN. Cancer Cell.

[b43] Wang MC, Bohmann D, Jasper H (2005). JNK extends life span and limits growth by antagonizing cellular and organism-wide responses to insulin signaling. Cell.

[b44] Xie H, Gilar M, Gebler JC (2009). Characterization of protein impurities and site-specific modifications using peptide mapping with liquid chromatography and data independent acquisition mass spectrometry. Anal. Chem.

[b45] Xue M, Rabbani N, Thornalley PJ (2011). Glyoxalase in ageing. Semin. Cell Dev. Biol.

# Supplementary material for: Rifampicin reduces advanced glycation end products and activates DAF-16 to increase lifespan in Caenorhabditis elegans
**Source:** Aging Cell. 2015 Feb 26;14(3):463–73. doi: 10.1111/acel.12327
**Supplement:** Supplementary file 1

## Slide 1

Golegaonkar et al., Figure S1
A
Polyol pathway
Fructose
Sorbitol
Glucose + R-NH2
Schiff’s base
Amadori Product
Rearrangements
a-oxoaldehydes
Glyoxal	Methylglyoxal	3-DG
Pyrraline
Pentosidine
CML
CML	 CEL		Pyralline
GOLD	 MOLD		DOLD
(Singh et al. 2001; Ulrich & Cerami 2001; Ahmed 2005)
B
#
#
#
#
Insulin + glucose
Insulin + glucose
+ RIF
Insulin + glucose
+ RSV
Insulin + glucose
+ RMN

## Slide 2

B
A
KAN
WT
WT on Live OP50
C
WT on Day 12
DMSO
RIF
D
### Chart
| Category | | |
|---|---|---|CL2006 paralysis assay
0.02
DMSO
% Paralysis
0.28
RIF
0.05
0.04
Day 3
Day 6
Day 9
Day 13
Golegaonkar et al., Figure S2

## Slide 3

A
Day 3
Day 6
B
DMSO
RIF
DMSO
RIF
### Chart
| Category | DMSO | RIF |
|---|---|---|
| Day 3 | 1.0 | 0.353677653797063 |
| Day 6 | 2.285439713185339 | 0.22498325149099843 |glod-4(gk189)
a-CML
Arbitrary units
a-TUB
C
glod-4(gk189)
Golegaonkar et al., Figure S3

## Slide 4

Golegaonkar et al., Figure S4
pdk-1(mg142)

## Slide 5

Golegaonkar et al., Figure S5
### Chart
| Category | |
|---|---|
| regulation of transcription, DNA-dependent | 10.1 |
| regulation of RNA metabolic process | 10.1 |
| regulation of transcription | 10.5 |
| oxidation reduction | 5.7 |
| siderophore biosynthetic process from catechol | 1.3 |
| siderophore metabolic process | 1.3 |
| nonribosomal peptide biosynthetic process | 1.3 |
| enterobactin metabolic process | 1.3 |
| siderophore biosynthetic process | 1.3 |
| enterobactin biosynthetic process | 1.3 |A
percent
B

How the deposited data were processed for this re-analysis (not part of the article)

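Gene expression was measured in whole wild-type (N2) worms on day 8 of adulthood, on 2 arrays of worms given DMSO and 2 arrays of worms given RIF, labelled as separate biological replicates. A field of the labels that names a control RNAi and an RNAi against idr-1 was not used for grouping, since the titles, the study design and the paper give DMSO and RIF. The log2 values were used as deposited by the authors, whose processing notes name RMA in Affymetrix Expression Console for summarising and normalizing the probe sets, while the paper's methods name GeneSpring GX. The log base was checked on the spike-in controls. The values run from 0.21 to 11.59.

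The comparison, RIF minus DMSO and two-sided, was made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without an intensity trend), over 22548 probe sets, after leaving out 77 controls and with no filter on level. limma estimated 2.11 prior degrees of freedom and a prior SD of 0.19. Adjusted p-values are by Benjamini-Hochberg over all these probe sets. The study's threshold was taken as an unadjusted p under 0.05 and at least a 2-fold change. It is met here by limma's test, and the methods' t-test, which the paper names for experiments other than survival and does not tie to the arrays, was run as an alternative. Of the probe sets, 20766 name 1 gene, 887 name several and 895 name none, and 20701 of the first were matched to current gene symbols. Each of 17118 genes is represented by the probe set with the highest mean level over the 4 arrays among those that name it alone. The number of arrays limits the precision.

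Gene lists were tested with limma's camera at a preset correlation of 0.01, which asks whether a list moved relative to the other genes, with Benjamini-Hochberg adjustment over 43 lists. The alternatives to it were camera with a correlation estimated per list, and fry. The former takes its degrees of freedom from the 4 arrays and not from the genes, so a list can hardly pass it here. The lists are gene families taken by the prefix of the gene symbol and sets of genes chosen from general knowledge, and they cover immunity, detoxification, proteolysis, germ line, tissues, stress, metabolism and transcription. The text names every gene the paper names in connection with RIF or its pathways, the 10 genes with the largest rise and the 10 with the largest fall among those past the study's threshold whose groups do not overlap, and up to 4 members past the study's threshold with the largest change per list. The RT–PCR values of the first part of this rule, in Fig. 4B and Fig. S5B, had been seen. Genes named outside the rule are said to be so. The tests, lists, rule and alternatives were set before the data were examined.

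Besides the tests named above, the alternatives were Welch's version of the methods' test, an intensity trend with a robust prior, the replicate number as a block, each array left out in turn, quantile normalization, centring of each array on its median or on its ribosomal protein probe sets, filters on level, probe sets without endings for shared probes, genes in place of probe sets, other fold thresholds and the mean over all probe sets of a gene. With 1 array left out, the lone array is assumed to vary like the other group, and, as with the replicate block, fewer degrees of freedom remain. The procedure was tested on simulated data. With no change in 20 runs, a median of 315.5 probe sets passed the study's threshold and none passed the adjusted p. Of 50 probe sets changed 2-fold, 24 passed the study's threshold and 0 the adjusted p, of 50 changed 4-fold, 46 passed the study's threshold and 19 the adjusted p, and of 50 changed 16-fold, 50 and 46 did, with none in the wrong direction. Of 43 simulated lists, the 1 that was moved passed (adjusted p = 2.97e-20 from camera) and no other did. Genes and probe sets were simulated independently of each other, whereas the estimated correlation was, for example, 0.74 among the neuropeptide genes. False calls of lists from correlated genes were therefore not tested. GO annotation, the published Class I and Class II lists and Tables S1 and S2 were not used here, and promoters were not analysed here.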

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

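The tests of explanations given here were chosen after the results they address had been seen.

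Lysozyme genes were lower with RIF (median log2 fold change -1.34; adjusted p = 0.443 with an estimated correlation), and ilys-5, which the paper's text does not name, passed the adjusted p on each of its 3 probe sets (-5.40, -5.79 and -5.55), though not with the replicate block. A smaller share of intestine in the RIF worms is argued against, since the median of 21 intestinal genes lay 1.52 above that of the lysozymes, with an SD of 0.596 among the intestinal genes. The poorer RNA of DMSO replicate 2 is argued against as well, since the median without that array was -1.38. Signal shared between paralogs cannot account for the whole pattern, since 4 of 9 lysozymes on probe sets without endings for shared probes were lower, against 1.16% of all genes on such probe sets. An effect of RIF on these genes remains open and was not tested apart from the comparison itself.

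Cuticle collagen genes, whose expression the paper's text does not discuss, were lower with RIF (median -0.36 over 148 genes, adjusted p = 7.79e-13 from limma's camera; adjusted p = 0.614 with an estimated correlation). Shared signal between collagens is argued against as the whole account, since 87 collagens on probe sets without endings for shared probes had a median of -0.22 (95% bootstrap interval -0.35 to -0.10, from 2000 draws over genes). Genes are not independent replicates, so the interval does not cover the spread between arrays. Shared signal may still add to the size, as the 61 others had a median of -0.79 and held 20 of the 24 genes that fell. Without RIF replicate 2 the median of the list kept its direction, at -0.21. From their means over all arrays (medians over the genes), the collagens read -0.02 on RIF replicate 1 and -0.28 on RIF replicate 2. They read 0.11 and 0.16 on DMSO replicates 1 and 2. With 1 RIF array left, the spread between RIF arrays cannot be measured, so RIF replicate 2 alone was not excluded as the source of the shift. An effect of RIF remains open.

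Germ line and oocyte genes, whose expression the paper's text does not discuss, were lower with RIF (median -0.43; adjusted p = 0.614 with an estimated correlation), as were those of meiosis (median -0.50; adjusted p = 0.443 with an estimated correlation). A smaller germ line in the RIF worms would raise the genes of the other tissues alike, but the muscle median lay 0.54 below the neuron median (difference -0.54, permutation test over genes, two-sided, p = 1e-05, the smallest that 100000 permutations can give, with genes that are not independent replicates). A smaller germ line alone would therefore not give the muscle values. The test cannot decide whether it lowered the germ line and meiosis lists, since muscle genes may have changed apart from it. The intestine (0.18), neuron (0.21) and neuropeptide (0.62) medians lay above 0, in the direction that a smaller germ line would give, so this account stays open. The neuropeptide shift, however, lay mainly between the replicate 1 arrays. Without RIF replicate 1 the germ line median kept its direction, at -0.23. From their means over all arrays (medians over the genes), the germ line genes read -0.41 on RIF replicate 1 and -0.009 on RIF replicate 2. They read 0.31 and 0.20 on DMSO replicates 1 and 2. With 1 RIF array left, the spread between RIF arrays cannot be measured, so RIF replicate 1 alone was not excluded as the source of the shift. An effect of RIF remains open.

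Other signals lay in genes and lists that the paper's text does not discuss for their expression, apart from hsp-12.6 in the heat shock list. Past an adjusted p under 0.05 from limma were a second probe set of C17H12.8 (-5.60), dod-24 (-5.59), hsp-70 (-3.32) and a probe set naming 2 genes (6.24), none of them with the replicate block. All of these probe sets have endings that mark probes shared with other transcripts. With camera's preset correlation, the muscle list (median -0.33), the neuron list (0.21), the neuropeptide list (0.62), the heat shock list (-0.14) and the cytosolic ribosomal protein list (0.15) also moved, and none of these with an estimated correlation. The shift of the ribosomal proteins was lost without DMSO replicate 1 (0.09, adjusted p = 0.0608), and that of the heat shock list without DMSO replicate 2 (-0.06, adjusted p = 0.0782) and RIF replicate 1 (-0.04, adjusted p = 0.183), with -0.26 without RIF replicate 2, and also with the replicate block (adjusted p = 0.0509), quantile normalization (0.0598), median centring (0.0540) and ribosomal centring (0.0599). The neuropeptide median was 0.38 without DMSO replicate 1 and 0.33 without RIF replicate 1, and its shift lay mainly between these arrays.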

How the results depend on the processing

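None of the alternatives reported here was added after the data were seen. Of the named genes, 98 passed the study's threshold. Of these, 55 kept the call under each of 9 alternatives (replicate block, 4 left-out arrays, 3 scalings and the mean of probe sets), and 2 others gained a call without DMSO replicate 1. The calls kept numbered 92 with the replicate block, 72 and 80 without DMSO replicates 1 and 2, 68 and 71 without RIF replicates 1 and 2, 96 with quantile normalization, 96 with median centring, 91 with ribosomal centring and 96 with the mean of probe sets. The count past the adjusted p, 8, was 0 with the methods' test, 0 with its Welch's version, 0 with the replicate block, 0 to 0 with 1 array left out, 21 with an intensity trend and robust prior, 18 above the median level, 1 without probe sets ending in _s_at or _x_at, and 3 with genes in place of probe sets. Filters and genes change the number of tests. The block and the fits with 1 array left out have fewer degrees of freedom, which makes the adjusted p harder to pass. For the others the cause was not tested. The 257 higher and 346 lower probe sets became 108 and 130 with the methods' test, 52 and 53 with its Welch's version, 680 and 768 at 1.5-fold, and 930 and 980 with no fold threshold, and the lower ones 167 without the endings. With 1 array left out they ranged from 205 to 464 and from 304 to 735. The replicate block gave 305 and 379, although 2 pairs of arrays cannot show that the numbers pair them (correlation 0.103), and a spike-in, bioC, read 3.79 and 4.15 on the arrays of replicate 1 and 4.82 and 4.63 on those of replicate 2. Of the 603 probe sets, 564 were shared with the block, 575 with quantile normalization, 574 with median centring, 511 with ribosomal centring, and 365, 450, 352 and 344 without DMSO replicates 1 and 2 and RIF replicates 1 and 2. The 16 lists past camera became 0 with an estimated correlation and 0 with fry, and 15 to 23 with 1 array left out, 18 with the replicate block, 17 with quantile normalization, 17 with median centring and 19 with ribosomal centring. Under both of these tests the calls of the vitellogenins (-1.72), lysozymes (-1.34), saposin-like proteins (-0.27) and UDP-glucuronosyltransferases (0.20) were lost, the medians being unaffected by the test. Among the lists of immunity and detoxification, and with all 4 arrays, calls were gained by the P-glycoproteins with the replicate block (0.19) and ribosomal centring (0.031), the P450 genes with ribosomal centring (-0.058) and the C-type lectins with quantile normalization (-0.043). Among the others, the intestine list gained a call with the 3 scalings, the insulin-like peptides with median and ribosomal centring, and the histones and lipases with the block, while the heat shock list lost its call with the block and the 3 scalings. With 1 array left out the medians ranged from 0.10 to 0.35 for the UDP-glucuronosyltransferases, -0.035 to 0.62 for the P-glycoproteins and 0.058 to 0.12 for the P450 genes. The cause was not tested. Ribosomal centring moved the median of all probe sets to -0.13. Parting the arrays as DMSO 1 with RIF 1, or as DMSO 1 with RIF 2, gave 250 and 126 probe sets past the threshold, against 603, and these 3 splits are too few for a share under 0.05. Of the higher probe sets, 29 had a DMSO mean, and of the lower ones 45 a RIF mean, within the range of controls for absent transcripts, which limits their folds. The alternatives for DBE and DAE in promoters were not run, and a genome was not used here.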

Differences from the paper's values

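No test in this part was chosen after the result was seen, apart from the naming of cki-1. The paper reports 102 genes as upregulated and 104 as downregulated by at least 2-fold with P under 0.05, against 257 and 346 probe sets here with limma at these thresholds, where the paper counts genes. Of the 17 alternatives for these counts set before the data were examined, the methods' t-test (108 and 130) came within 1.5 times of both of the paper's values. The paper's methods name that test for experiments other than survival and GeneSpring GX with default settings for the arrays, and the paper's text does not name the test of the arrays. The other 16 did not. These were its version with unequal variances, the intensity trend, the replicate block, each of 4 arrays left out, 3 scalings, 2 filters on level, the probe sets without endings for shared probes, genes in place of probe sets, and 2 other fold thresholds.

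The paper states that genes of cell cycle regulation were enriched among the upregulated ones, whereas none of 58 cell cycle genes rose here and their median log2 fold change was -0.34. Among them cki-1 (1.00) passed the threshold without DMSO replicate 2 (1.25), without RIF replicate 2 (1.30) and with quantile normalization (1.07), and a second probe set of it passed with all 4 arrays (1.09). The list was chosen from general knowledge and is not the annotation the paper used. The paper states that many genes of transcriptional regulation were downregulated, whereas 1 of 254 nuclear hormone receptors fell and 6 rose, and 1 of 145 other transcription factors fell, with 4 lower and 3 higher without DMSO replicate 1. The lists of transcription factors were taken by symbol prefix and are likewise not the paper's annotation. The paper states that lectins were downregulated, and of 220 C-type lectins 15 fell and 3 rose, mostly in the direction it gives. The median of the whole family, taken without a filter on level, was 0.00 and is another measure. Some Class I genes are stated to be higher with RIF, and none of 14 examples rose, while 3 fell. The paper compared the whole published class and found only a small overlap. These few examples, chosen from general knowledge, therefore cannot test its statement. By RT–PCR, which is another assay, the paper reports sod-3 as upregulated and scl-1 and hsp-12.6 as downregulated, and their values on the arrays were 0.15, 0.10 and -0.61 without a call. Of these, hsp-12.6 passed the threshold without DMSO replicate 1 (-1.26). Both means of scl-1 (1.39 with DMSO and 1.49 with RIF) and the RIF mean of hsp-12.6 (1.09) lay within the range of absent transcripts. Those of sod-3 (1.83 and 1.98) lay close to it, so the array values of these genes say little about the RT–PCR results. The paper names vit-3 as downregulated, and vit-3 had no probe set naming it alone here, while vit-4 (-1.72) and vit-5 (-1.73) fell. Other values in the direction the paper gives were those of T16G1.6 (6.35), ugt-36 (3.80), dhs-14 (3.76), pgp-9 (3.44), cyp-33C1 (2.77) and lys-7 (-2.51).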

Other observations

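The neighbouring-gene test given here was chosen after the result was seen. Cuticle collagen genes (median log2 fold change -0.36) and muscle genes (-0.33) were lower with RIF as groups, with adjusted p = 0.614 and adjusted p = 0.443 with an estimated correlation. Of 148 cuticle collagens, structural proteins of the worm's outer layer, 24 fell and none rose, none of them when adjusted over the list alone. They include col-19 (log2 fold change -3.77, standard error 0.83; -3.01 and not past the threshold without RIF replicate 2), col-20 (-3.56, standard error 0.60) col-140 (-3.40, standard error 0.55) and col-159 (-3.23; -2.39 and -2.37 and not past the threshold without DMSO replicate 1 and RIF replicate 2). Without DMSO replicate 1, 14 collagens fell, without DMSO replicate 2, 15, and without RIF replicate 2, 6. Of 33 muscle genes, 7 fell and none rose (2 lower when adjusted over the list alone), with adjusted p = 1.89e-05 from limma's camera and 4 lower without RIF replicate 2. The troponin I gene unc-27 (-2.28, standard error 0.27) and the paramyosin gene unc-15 (-1.93, standard error 0.22, with a smaller fall on a second probe set and -1.66 without a call on the other) fell, as did the troponin T gene tnt-2 (-2.21; -1.54 and -1.70 and not past the threshold without DMSO replicate 1 and RIF replicate 2) and the myosin gene unc-54 (-1.87; lost without DMSO replicate 1 at -1.50, DMSO replicate 2 at -2.24 and RIF replicate 2 at -1.22). Of 22 heat shock genes 3 fell (2 lower when adjusted over the list alone), among them hsp-70 and the small heat shock gene hsp-12.3 (-3.01, standard error 0.48). The values of hsp-70 fell 10.0-fold from 8.21 ± 0.03 to 4.89 ± 0.05 (SD, n = 2 each, adjusted p = 0.0404 from limma and 0.223 with the replicate block). The probe set of hsp-70 has probes shared with other transcripts. The median of that list was -0.14 (adjusted p = 0.0347; adjusted p = 0.534 with an estimated correlation), and its call was lost without DMSO replicate 2 (-0.06, adjusted p = 0.0782) or RIF replicate 1 (-0.04, adjusted p = 0.183), with a median of -0.26 without RIF replicate 2. It was also lost with the replicate block (adjusted p = 0.0509), quantile normalization (0.0598), median centring (0.0540) and ribosomal centring (0.0599).

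Neuropeptide genes and other neuronal genes were higher with RIF as groups, with adjusted p = 0.726 and adjusted p = 0.443 with an estimated correlation. Of 44 neuropeptide genes, flp-4 (1.22), nlp-1 (1.13) and flp-5 (1.04) rose and none fell, none of them when adjusted over the list alone, with a median of 0.62 (adjusted p = 2.93e-08 from camera). The calls were lost for flp-4 without DMSO replicate 1 (0.66), RIF replicate 1 (1.13) or RIF replicate 2 (1.31) and with the replicate block (1.22), for nlp-1 without DMSO replicate 1 (0.92), DMSO replicate 2 (1.34) or RIF replicate 1 (0.76) and with the block (1.13) or ribosomal centring (0.97), and for flp-5 without DMSO replicate 1 (0.63), RIF replicate 1 (1.09) or RIF replicate 2 (0.98) and with median (0.98) or ribosomal centring (0.88). Without DMSO replicate 1 or RIF replicate 1 none rose (medians 0.38 and 0.33), and without DMSO replicate 2 and RIF replicate 2, 10 and 7 rose, and with the replicate block or ribosomal centring 1 rose. None of 35 other neuronal genes rose or fell in the fit of all arrays or when adjusted over the list alone, and their median was 0.21 (adjusted p = 7.07e-04), or 0.06 with ribosomal centring, while 1 rose without DMSO replicate 1 and 1 without RIF replicate 2. The 75 cytosolic ribosomal protein genes, none of them called singly, had a median of 0.15 (adjusted p = 1.44e-04 from camera, and 0.726 with an estimated correlation). The median was 0.09 without DMSO replicate 1, where the call was lost, and 0.07 with quantile normalization. Its value of -0.01 with ribosomal centring was set in advance, since that centring brings these genes near 0.

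Of 27 antioxidant genes, sod-4 (1.44, standard error 0.20) and trx-3 (2.41) rose and gpx-5 (-1.98) fell (1 higher when adjusted over the list alone; median 0.05, adjusted p = 0.765; -0.11 with ribosomal centring). The call of trx-3 was lost without RIF replicate 1 (2.04) or RIF replicate 2 (2.78), and that of gpx-5 without DMSO replicate 1 (-1.04), RIF replicate 1 (-2.25) or RIF replicate 2 (-1.71). The superoxide dismutases sod-1 (-0.29), sod-2 (-0.21) and sod-5 (0.21), the glyoxalase gene glod-4 (-0.09), fat-7 (-0.31) and ZK742.4 (0.26) were not called. Both group means of sod-5, fat-7 and ZK742.4 lay within the range of absent transcripts, where changes are hard to measure. The small GTPase gene rab-14 had 0.71 without a call, and 1.09 with a call and 0.89 without a call on its other probe sets. None of 3 glyoxalase and DJ-1 genes was called (median -0.09, adjusted p = 0.666; -0.31 without DMSO replicate 1 and 0.03 without DMSO replicate 2). Short-chain dehydrogenases had 1 gene higher and 1 lower of 31 (1 higher when adjusted over the list alone; median -0.09, adjusted p = 0.292), and without DMSO replicate 2, 4 were lower. The lower gene, dhs-20 (-1.60), did not pass without DMSO replicate 1 (-0.95), RIF replicate 1 (-1.33) or RIF replicate 2 (-1.87), nor with the replicate block. None of 39 other ABC transporters was called (median -0.01, adjusted p = 0.474; -0.12 and 0.0236 without DMSO replicate 2, 0.16 and 1 higher without DMSO replicate 1, 0.03 without RIF replicate 1, and 1 lower without RIF replicate 2). Of 67 genes of lipases and acyl-CoA metabolism ech-9 (-2.17), lipl-5 (-1.85) and lipl-7 (-1.23) fell (median -0.05, adjusted p = 0.0572 and 0.0486 with the replicate block; -0.13, 7.58e-04 and 8 lower without DMSO replicate 2, 0.00 and 2 higher without DMSO replicate 1, and 5 lower with the block or ribosomal centring). The RIF mean of ech-9 lay within the range of absent transcripts, its call was lost without RIF replicate 1 (-2.27) or RIF replicate 2 (-2.08), and that of lipl-5 without DMSO replicate 1 (-1.35) or RIF replicate 2 (-1.44). Of 32 desaturase, elongase and fatty acid binding genes far-7 (1.56) rose and fat-6 (-1.29) and far-8 (-1.12) fell (median -0.09, adjusted p = 0.181; -0.18, 0.0156 and none called without DMSO replicate 2, and 0.04 without DMSO replicate 1). The calls were lost without DMSO replicate 1 for each of them (1.35, -1.28 and -0.81) and without DMSO replicate 2 as well (1.76, -1.29 and -1.44), and that of fat-6 also without RIF replicate 1 (-0.90) and that of far-8 without RIF replicate 2 (-0.73). None of 41 genes of mitochondrial respiration (median 0.07, adjusted p = 0.860; 0.01 without RIF replicate 1 and -0.09 with ribosomal centring) or 32 of glycolysis and the citrate cycle (median -0.09, adjusted p = 0.0857) was called, and for the latter the median was -0.37 without DMSO replicate 2 (adjusted p = 3.54e-06, 4 lower), and 0.13 with 3 higher genes without DMSO replicate 1. Of 120 moulting genes grd-14 (-2.23) and nas-11 (-1.38) fell (median 0.01, mean -0.04, a downward direction, adjusted p = 0.474; -0.03 without RIF replicate 1 and -0.14 and 4 lower with ribosomal centring), with 3 higher without DMSO replicate 1. None of 73 sperm genes (median -0.06, adjusted p = 0.403; -0.20 and 0.00438 without DMSO replicate 1, 0.17 and 1 higher without DMSO replicate 2, and 0.05 without RIF replicate 1) or 24 zygotic genes of the embryo (median -0.13, adjusted p = 0.192; -0.25 and 0.0341 without RIF replicate 2, 0.00 without DMSO replicate 2, 0.01 without RIF replicate 1, and 1 lower without DMSO replicate 1) was called. For these lists, apart from the antioxidant and short-chain dehydrogenase genes, none passed when adjusted over the list alone.

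Genes that changed were neighbours in the genome more often than in random draws. Among the 218 genes that rose there were 11 adjacent pairs in the order of 17077 measured genes, against a mean of 2.75 and a highest value of 10 in random draws (permutation test, one-sided, p = 1e-04, the smallest that 10000 draws can give). Among the 266 that fell there were 26, against a mean of 4.11 and a highest value of 15 (permutation test, one-sided, p = 1e-04, the smallest they can give). The pairs include T16G1.6 with T16G1.7, dhs-14 with cror-2, lys-1 with lys-2 and gst-26 with gst-27, named after their values were seen. Both members were on probe sets without endings for shared probes in 5 of the 11 and 6 of the 26 pairs, so shared signal between neighbouring paralogs was not excluded for the others.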
